# Gasdermin D silencing alleviates airway inflammation and remodeling in an ovalbumin-induced asthmatic mouse model

**DOI:** 10.1038/s41419-024-06777-5

**Published:** 2024-06-07

**Authors:** Jinxiang Wu, Pin Wang, Xinyu Xie, Xiaoqi Yang, Shuangmei Tang, Jiping Zhao, Tian Liu, Junfei Wang, Jintao Zhang, Tongliang Xia, Xin Feng

**Keywords:** Asthma, Chronic inflammation

## Abstract

Emerging evidence demonstrates that pyroptosis has been implicated in the pathogenesis of asthma. Gasdermin D (GSDMD) is the pyroptosis executioner. The mechanism of GSDMD in asthma remains unclear. The aim of this study was to elucidate the potential role of GSDMD in asthmatic airway inflammation and remodeling. Immunofluorescence staining was conducted on airway epithelial tissues obtained from both asthma patients and healthy controls (HCs) to evaluate the expression level of N-GSDMD. ELISA was used to measure concentrations of cytokines (IL-1β, IL-18, IL-17A, and IL-10) in serum samples collected from asthma patients and healthy individuals. We demonstrated that N-GSDMD, IL-18, and IL-1β were significantly increased in samples with mild asthma compared with those from the controls. Then, wild type and *Gsdmd*-knockout (*Gsdmd*^−/−^) mice were used to establish asthma model. We performed histopathological staining, ELISA, and flow cytometry to explore the function of GSDMD in allergic airway inflammation and tissue remodeling in vivo. We observed that the expression of N-GSDMD, IL-18, and IL-1β was enhanced in OVA-induced asthma mouse model. *Gsdmd* knockout resulted in attenuated IL-18, and IL-1β production in both bronchoalveolar lavage fluid (BALF) and lung tissue in asthmatic mice. In addition, *Gsdmd*^−/−^ mice exhibit a significant reduction in airway inflammation and remodeling, which might be associated with reduced Th17 inflammatory response and M2 polarization of macrophages. Further, we found that GSDMD knockout may improve asthmatic airway inflammation and remodeling through regulating macrophage adhesion, migration, and macrophage M2 polarization by targeting Notch signaling pathway. These findings demonstrate that GSDMD deficiency profoundly alleviates allergic inflammation and tissue remodeling. Therefore, GSDMD may serve as a potential therapeutic target against asthma.

## Introduction

Asthma is defined as a heterogeneous airway disease characterized by the key features of chronic inflammation along with airway tissue remodeling [1, 2]. However, the mechanisms underlying the regulation of inflammation along with airway remodeling are not fully understood.

Pyroptosis is a special programmed cell death mechanism that can induce strong inflammatory responses and proinflammatory cytokine release [3, 4]. Gasdermins (GSDMs), consisting of 6 members: gasdermins A-E and pejvakin, are central to the inflammatory process of pyroptosis and play various roles in pyroptosis [5]. Endogenous and exogenous danger factors activate caspase-1/4/5/11, which cleave gasdermin D (GSDMD) to its active isoform N-GSDMD. N-GSDMD then forms pores in the cell membrane, causing cell swelling and ultimate cell lysis. In the same process that caspases cleave GSDMD, they also cleave pro-IL-1β and pro-IL-18, converting them to their active forms. These cytokines are then released from the cell through the pores formed by N-GSDMD [3, 4]. Studies in recent years have found that pyroptosis contributes profoundly in the pathogenesis of asthma. House dust mites (HDM) increase the pyroptosis of airway epithelial cells and the release of inflammatory cytokines by activating the NOD-like receptor family pyrin domain containing 3 (NLRP3) inflammasome [6]. Furthermore, Gasdermin B (GSDMB) is highly expressed in the epithelial cells of ciliated airway, and multiple coding variants of GSDMB are associated with reduced risk of asthma [7, 8]. Fan liu et, al found that ORMDL3 may regulate pyroptosis and subsequent airway remodeling in obesity-associated asthma via the CTSD/NLRPP3/GSDMD pathway [9]. Highly expressed miR-223-3p in exosomes may protect against airway remodeling and asthma by regulating the NLRP3-induced ASC/Caspase-1/GSDMD signaling pathway [10]. However, the function of GSDMD in allergic or other subtypes of asthma and the underlying mechanism require further exploration.

Asthma has been widely acknowledged as a T helper 2(Th2) cell and T helper 17 (Th17) cell-mediated inflammatory disease that contributes to airway hyperresponsiveness (AHR) and airway inflammation [11–14]. Notably, macrophages are the most abundant immune cells in the lung (approximately 70% of the immune cells are macrophages) [15]. Increased M2 polarization and activation of macrophages may play an important role in environmental airway inflammation in allergic asthma [16, 17]. However, understanding of the molecular mechanisms regulating macrophage polarization and Th17 responses in asthma is limited. Here, we detected the expression level of gasdermin D in the airway epithelium of asthma patients. We then used wild-type (WT) and Gsdmd-knockout mice to establish an asthma mouse model. We investigated the role of GSDMD in the pathogenesis of asthma. Overall, we investigated the function and underlying mechanism of GSDMD in asthmatic airway inflammation and remodeling.

## Materials and methods

### Patients and clinical characteristics

Epithelium tissues from asthmatic patients (n = 7) were obtained by bronchoscopy at Qilu Hospital, Shandong University (Jinan, Shandong, China). The control specimens (n = 7) were obtained from the normal tissue adjacent to tumor of lung cancer during thoracic surgery at Qilu Hospital.

Serum specimens were obtained from peripheral blood samples of 20 asthmatic patients and 20 healthy individuals from Qilu Hospital. The diagnosis of asthma was accomplished according to the Global Initiative for Asthma (2020 updated) [18]. Control subjects did not have asthma according to their history. Exclusion criteria were current smoking, severe comorbidities including bronchiectasis, allergic bronchopulmonary aspergillosis (ABPA), and respiratory tract infection or acute exacerbation within the previous 4 weeks. This study was approved by the Medical Ethics Committee of Qilu Hospital of Shandong University. Consent was obtained from all subjects. The clinical characteristics are shown in Table 1.

**Table 1:** Epidemiological and clinical characteristics of the participants used for the cytokines evaluation.

Characteristic	Control (n = 20)	Asthma (n = 20)	*P* value
Age (years)^a^	45.2 ± 3.3	49.05 ± 9.8	0.105
Sex^b^			0.327
Female	9	6	
Male	11	14	
BMI (kg/m^2^)^a^	25.3 ± 2.9	24.1 ± 3.3	0.253
FEV1 (L)^a^	3.3 ± 0.7	1.9 ± 0.6	0.000
FEV1 (% of predicted)^a^	109.4 ± 14.7	64.3 ± 11.8	0.000
FEV1/FVC (% of predicted)^a^	98.3 ± 5.6	73.7 ± 1.0	0.000
EOS count (*10^9^)^a^	0.08 ± 0.04	0.31 ± 0.23	0.000
EOS percentage (%)^a^	1.5 ± 1.1	5.1 ± 4.4	0.000

Values are means ± SD or as noted.

*BMI* body mass index, *FEV1* forced expiratory volume in 1 s, *FEV1%* FEV1 percentage of predicted, *FVC* forced vital capacity, *EO*S count eosinophilic count, *EOS%* eosinophilic percentage of leukocyte.

^a^Two-sample t-test;

^b^Chi-square test.

### Animals

Wild-type female C57BL/6J mice aged 6–8 weeks were purchased from SPF (Beijing) Biotechnology Co., Ltd., and raised in specific pathogen-free facility prior to experiments. *Gsdmd* knockout mice (*Gsdmd*^*−/−*^) were generous gifts from Dr. Feng Shao (Investigator and Deputy Director for Academic Affairs, NIBS, Beijing, China) and maintained in the Animal Facility at Shandong University. No blinding was done in animal study. The protocols for animal experiments were reviewed and approved by the Institutional Animal Care and Use Committee of Qilu Hospital of Shandong University.

### Differentiation and stimulation of macrophages

Bone marrow-derived macrophages (BMDMs) were differentiated from the bone marrow cells of 6–8 week old female C57BL/6 J mice according to the published procedures [19]. Briefly, bone marrow cells were isolated from the femurs and tibias and cultured in RPMI 1640 medium supplemented with 10% FBS, 50 μg/ml Gentamicin and 20 ng/ml macrophage colony-stimulating factor (M-CSF). Cells were differentiated for 6 days [19]. Macrophages, seeded at a density of 1–5 × 10^6^ cells per well in 6-well plates, were incubated for 24 h either in medium alone or treated with recombinant TSLP (10 ng/ml) [20] for different assays.

### Enzyme-linked immunosorbent assay (ELISA)

The concentrations of IL-18 (ab215539, abcam), IL-1β (ab217608, abcam), IL-17A (ab216167, abcam) and IL-10 (ab185986, abcam) in human peripheral blood serum, and IL-4 (ab100710, abcam), IL-5 (ab204523, abcam), IL-18 (ab216165, abcam), IL-1β (ab241673, abcam), IL-17A (ab199081, abcam) and IL-10 (ab255729, abcam) in mouse BALF were determined by ELISA.

### Analysis of bronchoalveolar lavage fluid (BALF)

BALF from all groups was collected in 1 ml of PBS. The collected lavage fluid was centrifuged at 500 × *g* for 5 min at 4 °C. The precipitated cells were resuspended in 0.2 mL of PBS. BALF cell smears were prepared using cytospin slides. The slides were stained using Wright-Giemsa staining (Fisher Scientific Co., Middletown, VA). The cell counts and cytokines in BALF were further determined by two certified laboratory technicians who were blinded to the experimental conditions.

### Establishment of the allergic asthma mouse model

All mice were randomly divided into groups and sensitized by intraperitoneal (i.p.) injection of 50ug ovalbumin (OVA; grade V, Sigma, St Louis, MO, USA) and 2 mg aluminum hydroxide (Thermo Scientific Pierce, Rockford, Rockford, IL, USA) in 200 μl phosphate buffered saline (PBS) on days 0 and 14. From days 21 to 27, the sensitized mice were exposed to aerosolized OVA (5% in PBS) for 30 min daily. Non-OVA challenged mice including WT and *Gsdmd−/−* control groups mice were sensitized and challenged with PBS only. All the mice were sacrificed 24 h after the last challenge. Serum, BALF, lung, and spleen tissues were collected for further experiments. The BALF was used for cytokine detection by ELISA. The lung tissues were used for hematoxylin and eosin (H&E), immunofluorescence staining, immunohistochemistry, Periodic acid-Schiff (PAS) staining, Sirus staining, Masson trichrome staining, transmission electron microscopy, quantitative real-time PCR, and Western blot analysis. Spleen tissues were used for analysis of inflammatory cells by flow cytometry. A semi-quantitative scoring system was used for quantification of tissue histopathology [21].

### Transmission electron microscopy (TEM)

Human and mouse lung tissues were fixed and prepared as previously described [22]. Briefly, the ultrathin lung sections were cut with an ultracut microtome (Leica, Solms, Germany), and were stained with 4% uranyl acetate and lead citrate. The images were then observed and photographed using a JEM-100cxII transmission electron microscope (JEM, Tokyo, Japan).

### Immunofluorescence staining and immunohistochemistry

Immunohistochemistry and immunofluorescence staining were performed as described previously [22–24]. Briefly, slides were incubated with anti-GSDMD reacted with mouse (ab209845, abcam) (1:50), anti-GSDMD reacted with human (ab155233, abcam) (1:50), anti-IL-18 (ab243091, abcam) (1:200), anti-IL-1β (ab254360, abcam) (1:200), anti-CD206 (ab64694, abcam) (1:200), anti-NOS2 (sc7271, Santa Cruz) (1:200), and anti-F4/80 (RT1212, HUABIO) (1:200) antibodies for immunofluorescence staining, respectively. The expression of α-SMA and collagen I was assessed by immunohistochemistry using anti-α-smooth muscle actin (α-SMA) antibody (1:200; Boster, Wuhan, China), and anti-collagen type I (1:100; Proteintech, Wuhan, China) antibodies. The slides were then processed with the appropriate secondary antibodies/horseradish peroxidase (1:200).

### Histological analysis

Mouse lung tissues were fixed in 10% neutral formalin, paraffin embedded, and sectioned at 4 μm. After deparaffinization, the sections were rehydrated and used for histological analysis. Inflammation scores in the lungs were determined by HE staining and graded according to a previous study [25]. The mean percentage of collagen deposition was calculated by Sirius and Masson trichrome staining, and quantified as described in the research [26]. Goblet cell hyperplasia was evaluated by PAS staining as described by Padrid et al. [27].

### Western blot analysis

Western blot was performed using standard protocol as previously described [28]. The following primary antibodies were used: anti-GSDMD (ab209845, abcam), anti-IL-18 (ab243091, abcam) (1:2000), anti-IL-1β (ab254360, abcam) (1:2000), anti-caspase-1 (ab180673, abcam) (1:1000), anti-caspase-11(ab138483, abcam) (1:1000), anti-Notch 4 (A-12) (sc-393893, Santa Cruz) (1:1000), anti-DTX4 (25222-1-AP, Proteintech, 1:100), and anti-β-actin (ab8226, abcam) (1:10000) antibodies. β-actin was used as an internal control.

### Determination of AHR

Airway function was measured as previously described [29]. The results were expressed as the maximal resistance after each dose minus the baseline resistance (PBS alone). Data were analyzed using Datanalyst software (DATA 4238).

### Flow cytometry analysis

For intracellular cytokine staining, the fresh isolated splenocytes from C57BL/6 and *Gsdmd*^*−/−*^ mice were stimulated with PMA (50 ng/ml) and Ionomycin (1 µg/ml), and incubated in complete RPMI 1640 medium at 37 °C for 3 h. Then, brefeldin A was added and cells were cultured for another 3 h to accumulate cytokines intracellularly. Cells were collected and blocked with purified anti-CD16/CD32 in FACS staining buffer for 10 min, and surface stained with anti-CD3-PerCP-Cy5.5 (11-0161-82, ebioscience, USA), anti-CD4-FITC mAb (ebioscience, USA). Then, cells were fixed, permeabilized and intracellularly stained with anti-IL-17A-PE (12-7177-81, invitrogen) for 30 min.

To detect Treg, after surface stained with anti-CD3-FITC (11-0031-85, ebioscience), anti-CD4-APC (17-0041-81, ebioscience) and anti-CD25-PE mAb (12-0251-81, invitrogen), cells were fixed with Fixation/Permeabilization buffer (00-5223-56, eBioscience) for 30 min in 4 °C. Then, cells were washed with Permeabilization buffer, and stained with anti-Foxp3- PerCP-Cy5.5 antibody (45-5773-82, ebioscience) in Permeabilization buffer for 30 min at room temperature. Antibody-labeled cells were analyzed using BD FACS Calibur (BD Biosciences, San Jose, CA).

BMDMs from WT and *Gsdmd*^*−/−*^ mice were induced for 6 days and then stimulated with TSLP (10 ng/ml) or PBS. Cells were collected and blocked for 10 min with anti-CD16/CD32 in FACS staining buffer. Then, cells were stained with anti-CD11b-FITC (11-0112-82, invitrogen), anti-F4/80-APC (11-4801-82, invitrogen), anti-CD206-PE-cy7 (25-2061-80, ebioscience, USA), anti-CD86-PE mAb (12-0861-81, ebioscience, USA) for 30 min in 4 °C. Antibody-labeled cells were detected using BD FACS Celesta. All the data of flow cytometry analysis were subsequently analyzed with FlowJo 10.4.

### RNA extraction and quantitative real-time PCR

Total RNA was extracted from lung tissues and macrophages of WT mice and *Gsdmd*^*−/−*^ mice by TRI reagent (Cat. No. T9424; Sigma-Aldrich; Merck KGaA) following the manufacturer’s instructions. Reverse transcription was performed using the HiScript III RT SuperMix for qPCR (+gDNA wiper) (fCat. No. R323-01; Vazyme Biotech Co., Ltd.). Reverse transcription quantitative polymerase chain reaction (RT-qPCR) was performed as previously described [30]. cDNA was synthesized from 1 μg of total RNA using HiScript III RT SuperMix (cat. no. R323-01; Vazyme Biotech Co., Ltd.). qPCR was performed using a LightCycler480II Real-time PCR system (Roche Diagnostics (Shanghai) Co., Ltd, Shanghai, China) with SYBR^®^ Green-based gene expression analysis. A comparative CT method (2^-ΔΔCq^) was used to analyze the gene expression level as previously described [31]. The primers targeting genes of Notch signaling were listed in Table 2.

**Table 2:** PCR primers for target genes.

Primers	Sequence (5′ > 3′)
Efnb2-F	5′-ATTATTTGCCCCAAAGTGGACTC-3′
Efnb2-R	5′-GCAGCGGGGTATTCTCCTTC-3′
Notch4-F	5′-CTCTTGCCACTCAATTTCCCT-3′
Notch4-R	5′-TTGCAGAGTTGGGTATCCCTG-3′
Acvrl1-F	5′-GGGCCTTTTGATGCTGTCG-3′
Acvrl1-R	5′-TGGCAGAATGGTCTCTTGCAG-3′
Lrrc32-F1	5′-TCAGCGTCGAGAGCAAGTG-3′
Lrrc32-R1	5′-GTAGAGAGCTTGGATGTCCAGT-3′
Bcam-F	5′-TCAGCGTCGGTCTTTTGCTAC-3′
Bcam-R	5′-CAACACTCATCTCCAAAGCCTC-3′
Dtx4-F	5′-TGTGCCTGTGAAAAACTTGAATG-3′
Dtx4-R	5′-TGGGATGGACTTTATCTCACTCT-3′
Hes1-F	5′-CCAGCCAGTGTCAACACGA-3′
Hes1-R	5′-AATGCCGGGAGCTATCTTTCT-3′

### Bulk RNA sequencing (RNA-seq) and data processing

Bone marrow-derived macrophages were lysed in TRIzol reagent. Subsequent total RNA extraction, cDNA library preparation and RNA sequencing were carried out by Novogene Co, Ltd. Differentially expressed genes (DEGs) analysis was performed on the sequencing results using the ‘limma’ R package. Functional annotation, Gene Ontology (GO) enrichment, and Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment analysis were performed utilizing the“ClusterProfiler” package to predict the biological function and related pathways. The top six enriched terms in the biological process (BP), cellular component (CC), and molecular function (MF) were visualized using the “ggplot2” and “enrichplot” R packages. Reactome pathway analysis was performed using the “ReactomePA” R package. The top ten enriched terms were presented. *P* value < 0.01 were selected for presentation. Gene set enrichment analysis (GSEA) was conducted using GSEA v4.3.3 software with hallmark gene sets. The RNA-seq data were deposited with the Gene Expression Omnibus (GEO) under accession number GSE 249948.

### Statistical analysis

The data generated in this study were analyzed using Graph Pad Prism 8 and SPSS version 26.0. Continuous data were presented as mean with standard deviation (SD) or standard error of the mean (SEM), and were assessed for normality and equal variation. The chi-square test was applied for categorical variables to compare the demographic distribution and clinical variables between the different groups. One-way analysis of variance (ANOVA) was performed for comparisons of multiple groups that passed the normality and equal variation tests, otherwise, Kruskal–Wallis test was used. Subsequent multiple comparisons between two groups were further adjusted using the Holm–Sidak’s multiple comparisons test and Dunn’s multiple comparisons test, respectively. Student’s t was performed between two groups if the data were normally distributed, otherwise it was assessed by Mann-Whitney test (*P* < 0.05 was considered statistically significant).

## Results

### GSDMD and pyroptosis are highly involved in asthma pathology

N-GSDMD acts as the final and direct executor of pyroptosis. To investigate whether the pyroptosis is involved in asthma, we first evaluated the protein expression of the pyroptosis-inducing fragment N-GSDMD in lung biopsies from 7 asthma patients and 7 controls. Analysis of immunofluorescence staining and HE staining showed that N-GSDMD was highly expressed in the airway epithelium of asthma patients compared to the control group (Fig. 1A, B, Supplementary Fig. 1A). Ultrathin lung sections were scanned by TEM to assess the pyroptosis of the airway epithelium. Some pyroptotic morphological features, such as cytoplasmic swelling, bubbling, and nuclear condensation were detected in the ultrathin sections of the airway epithelium from asthma patients but not from controls (Fig. 1C). The production of pyroptosis-associated inflammatory cytokines IL-18 and IL-1β was higher in the serum of asthma patients compared to that in the controls (Fig. 1D, E). To detect the imbalanced Th17/Treg in asthma, we examined the release of Th17 cell-associated IL-17A and Treg cell-associated IL-10. The secretion of IL-17A was also increased in the serum from the asthmatic group. In contrast, IL-10 production was decreased in the serum from the asthmatic group (Fig. 1F, G). These data suggested that pyroptosis is enhanced in asthma.

**Fig. 1:**
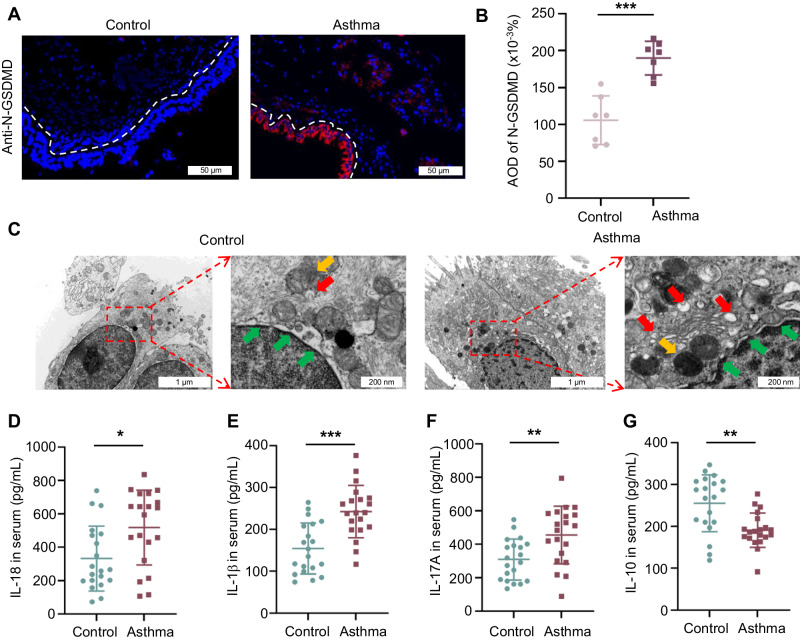
Clinical implications of GSDMD-mediated pyroptosis in asthma. **A** Immunofluorescence staining of N-GSDMD in human airways. **B** Average optical density (AOD) of N-GSDMD in airway epithelium between control and asthma patients (n = 7 per group). **C** Ultrathin lung sections were scanned using TEM to assess pyroptosis of airway epithelium in asthma patients and the control group. The red arrow indicates the pyroptosis-related vacuolization structures, the yellow arrow indicates the mitochondria, the green arrow indicates the nuclear membrane of the nucleus. Scale bars: 1μm and 200 nm as indicated. Expression of serum (**D**) IL-18, (**E**) IL-1β, (**F**) IL-17A, and (**G**) IL-10 were detected in asthma patients and in the control group (n = 20 per group). All the data are presented as means ± SD. *P < 0.05, **P < 0.01, ***P < 0.001.

### *Gsdmd* deficiency alleviates pyroptosis in the OVA-induced asthma mouse model

To further characterize the role of Gsdmd in regulating pyroptosis in asthma, an OVA-induced asthma mouse model was established. Mice were randomly divided into four groups, including PBS-treated wild type mice (WT control), OVA-treated wild type mice (WT OVA), PBS-treated *Gsdmd* knockout mice (*Gsdmd*^*−/−*^ control), and OVA-treated *Gsdmd* knockout mice (*Gsdmd*^*−/−*^ OVA) (Supplementary Fig. S1B). Morphological changes in the airway epithelium of WT and *Gsdmd*^*−/−*^ asthmatic mice were examined by TEM. As predicted, a number of pyroptotic morphological features, such as cytoplasmic swelling, bubbling, osmotic lysis, and nuclear condensation, were widely observed in the airway epithelium of WT OVA mice, while the pyroptosis of the airway epithelial cells was mitigated in the *Gsdmd*^*−/−*^ OVA mice (Fig. 2A). To assess the expression of Gsdmd in the asthma model, immunostaining with anti-Gsdmd antibody was performed on the lung tissue sections. Gsdmd was significantly upregulated in WT OVA mice compared with those from WT control mice (Fig. 2B). The secretion of IL-18 and IL-1β, two pyroptosis-associated inflammatory cytokines, was increased in the BALF from the WT OVA mice, while no significant change in IL-18 and IL-1β production was detected in the *Gsdmd*^*−/−*^ OVA mice (Fig. 2C). The effect of Gsdmd on IL-18 and IL-1β expression was further validated by immunofluorescence staining (Fig. 2D) and WB analysis (Fig. 2E) on the lung tissues of asthmatic mice. IL-18 did not show significant difference among groups in WB detection, which may be ascribed to different mechanisms through which IL-1β and IL-18 are expressed in cells and individual heterogeneity within groups. Caspase-1 and caspase-11 are regarded as the hallmark proteins of cell death in the pyroptosis progress [4]. Here we observed remarkable increase of caspase-11 and caspase-1 in lung tissues from OVA-induced asthmatic mice, which further addressed the pyroptosis in asthmatic mice. In contrast, only mild changes in caspase-1 and caspase-11 expression were detected in the *Gsdmd*^*−/−*^ OVA mice as compared to the *Gsdmd*^*−/−*^ control mice (Fig. 2E). Thus, *Gsdmd* deficiency may attenuate pyroptosis in asthma.

**Fig. 2:**
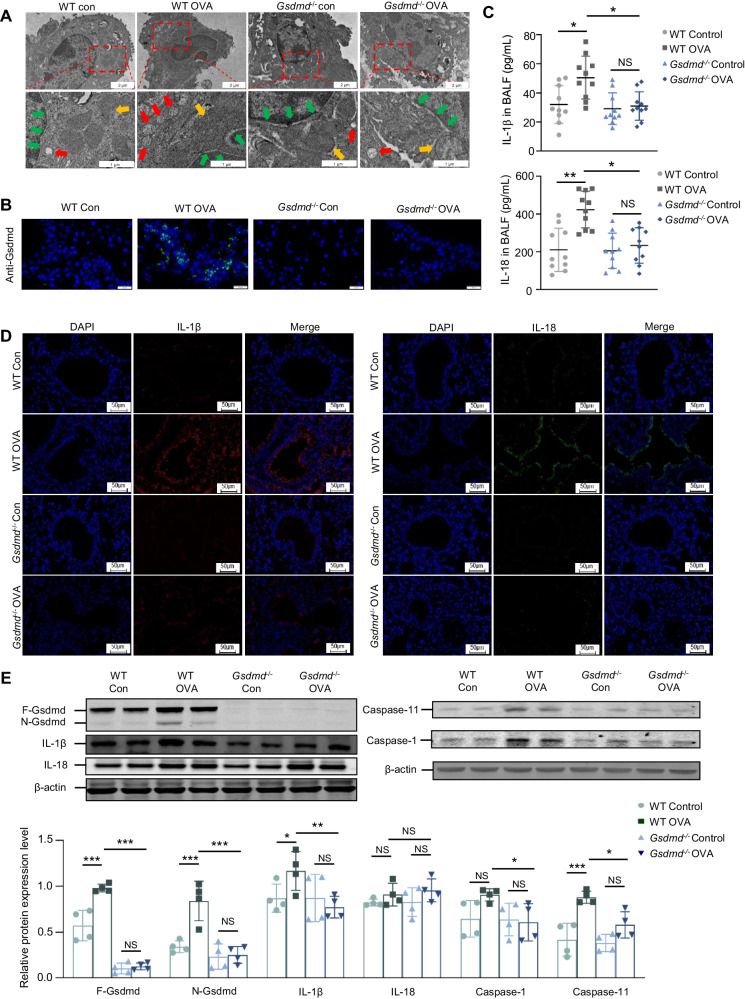
*Gsdmd* deletion attenuates pyroptosis in asthmatic mice. **A** Ultrathin lung sections were scanned using TEM to assess the pyroptosis of airway epithelium cells. The red arrow indicates the pyroptosis-related vacuolization structures, the yellow arrow indicates the mitochondria, the green arrow indicates the nuclear membrane. Scale bars: 2μm and 1μm as indicated. **B** The expression of Gsdmd detected by immunofluorescence staining in the lung tissue. Scale bars: 20 μm. **C** The secretion of IL-1β and IL-18 in the BALF of mice from the indicated group; n = 10 per group. **D** Representative images of lung sections from WT and *Gsdmd*^*−/−*^ mice immunostained with anti-IL-18 and anti-IL-1β antibodies. Scale bars: 50 µm; n = 5 per group. **E** The protein level and quantification of F-Gsdmd, N-Gsdmd, IL-18, IL-1β, Caspase-1, and Caspase-11 were examined in the lungs of WT and *Gsdmd*^*−/−*^ *mice*. β-actin is the internal control. n = 5 per group. No significance is indicated as NS. Results are presented as mean ± SD; *P < 0.05, **P < 0.01, ***P < 0.001.

### *Gsdmd* deficiency attenuates AHR and airway inflammation in the OVA-induced asthma mouse model

Asthma is characterized by chronic airway inflammation leading to increased AHR. HE staining showed that *Gsdmd* knockout significantly alleviated the airway inflammation by reducing the inflammatory cell infiltration (Fig. 3A). To further explore the pathogenic effect of Gsdmd on asthmatic airway inflammation and AHR, we examined airway resistance and production of airway inflammation-related cytokines in both WT and *Gsdmd*^−/−^ asthmatic mice. An evident increase in AHR was detected in WT OVA mice as compared to *Gsdmd*^−/−^ OVA mice, suggesting a protective role of *Gsdmd* silencing in the OVA-induced asthma (Fig. 3B). In addition, the secretion of IL-4 and IL-5 was decreased in the BALF of *Gsdmd*^−/−^ mice (Fig. 3C, D). Meanwhile, the count of total cells, neutrophils, and eosinophils in BALF were markedly decreased by *Gsdmd* knockout in asthmatic mice (Fig. 3E, F). These results imply that silencing *Gsdmd* may serve as a therapeutic strategy against asthma by reducing AHR and airway inflammation.

**Fig. 3:**
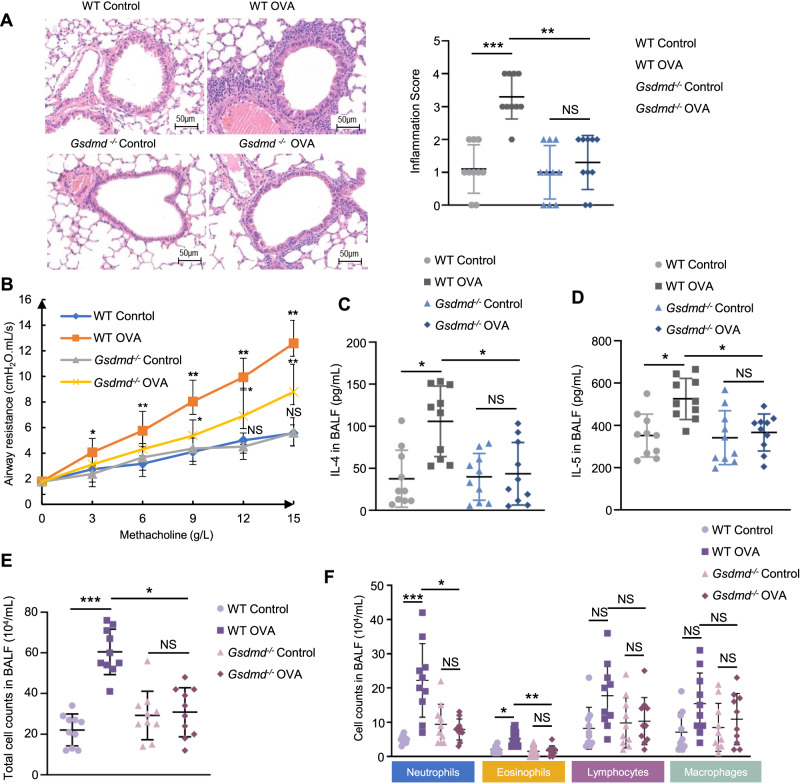
*Gsdmd* deficiency reduces the AHR and type 2 immune responses in OVA-induced asthmatic mice. **A** The morphological changes of airway were observed by HE staining (left panel). The inflammatory infiltration was quantified by HE scores (right panel). Scale bars: 50 µm. **B** AHR to increasing doses of methacholine was measured 24 h after the last challenge on WT and *Gsdmd*^*−/−*^ mice by recording changes in lung resistance. **C** IL-4 and **D** IL-5 secretion in mouse BALF were detected by ELISA. **E** Total cells number in BALF were counted. Mice groups were the same with panel c and d. **F** The numbers of neutrophils, eosinophils, lymphocytes and macrophages in the mouse BALF were detected. Results are expressed as mean ± SD. No significance is indicated as NS. n = 10 per group for all experiments. *P < 0.05, **P < 0.01, ***P < 0.001.

### *Gsdmd* deficiency suppresses airway remodeling in the OVA-induced asthma mouse model

Next, we investigated the role of Gsdmd in airway remodeling. Asthmatic airway remodeling is mainly associated with collagen deposition, mucus overproduction, and high expression of remodeling markers. Consistent with our previous findings [22], we found that the protein levels of the remodeling markers, α-SMA and collagen I, were significantly increased in the airway epithelium of the asthma model (Fig. 4A). Collagen fiber content was dramatically increased in airway epithelium of the asthma model as compared to the control group, as shown by Masson’s trichrome staining and Sirius red staining (Fig. 4B). PAS staining showed that the OVA-challenged mice had obvious mucus production in the epithelial cells (Fig. 4C). Compared to WT asthmatic groups, OVA challenge induced increased levels of remodeling markers, collagen deposition and mucus overproduction, which were attenuated by *Gsdmd* knockout in asthmatic mice (Fig. 4A–C). These data suggest that *Gsdmd* deficiency is effective in preventing airway remodeling in OVA-induced asthma.

**Fig. 4:**
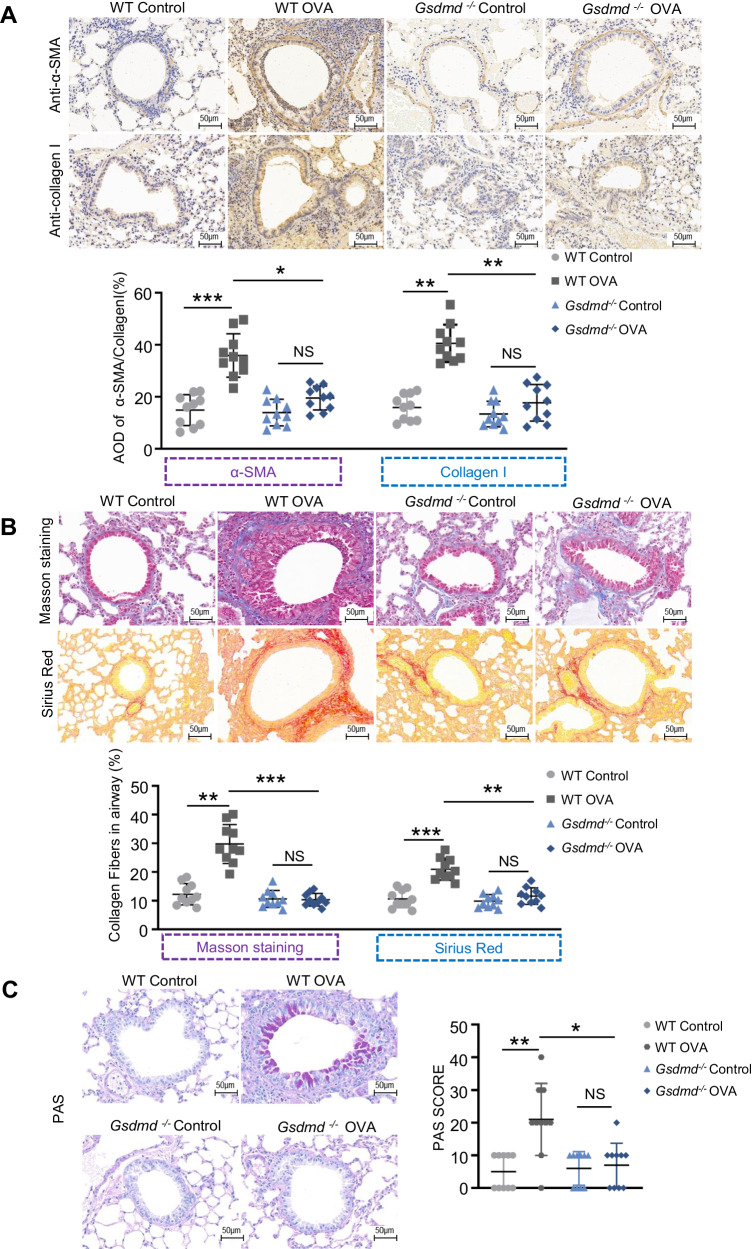
*Gsdmd* deficiency ameliorates airway remodeling in asthmatic mice. **A** Immunohistochemistry staining for α-SMA and collagen I in lung tissue of mice (Scale bar: 50 μm) (upper panel), and the expression of collagen I and α-SMA were quantified (lower panel). **B** Representative images of Masson’s staining measuring smooth muscle hyperplasia and Sirius red measuring collagen deposition (Scale bar: 50μm) (upper panel). The collagen deposition was quantified (lower panel). **C** Representative images of PAS-stained lung sections from each group (Scale bars: 50 µm) (left panel). The goblet cell hyperplasia was determined by PAS scores (right panel). The data are expressed as mean ± SD. No significance is indicated as NS. n = 10 per group for all experiments. *P < 0.05, **P < 0.01, ***P < 0.001.

### *Gsdmd* plays important roles in asthma by impairing the Th17/Treg cell imbalance

The spleen is the largest immune organ, and the center of cellular and humoral immunity in the body. To investigate whether Gsdmd promotes asthma progression by altering the Th17/Treg balance, we collected the spleen tissue from mice in WT control, WT OVA, *Gsdmd*^*−/−*^ control, and *Gsdmd*^*−/−*^ OVA groups for flow cytometry analysis. We found that the percentage of Th17 (IL17A^+^CD4^+^CD3^+^) cells was dramatically increased in the spleen of the WT asthmatic mice compared to those from the control mice, whereas *Gsdmd* deficiency reversed the increase of Th17 cells upon OVA stimulation (Fig. 5A). Meanwhile, we detected the level of IL-17A associated with Th17 cells in BALF and obtained the consistent results (Fig. 5B). Correspondingly, the percentage of Treg (CD3^+^CD4^+^CD25^+^FOXP3^+^) cells in the spleen and IL-10 related to Treg cells were decreased in the WT asthmatic mice, whereas *Gsdmd* deficiency reversed the decrease of Treg cells (Fig. 5C) and IL-10 release (Fig. 5D). These findings suggested that the Th17/Treg imbalance, which is increased in asthma, is strongly associated with Gsdmd.

**Fig. 5:**
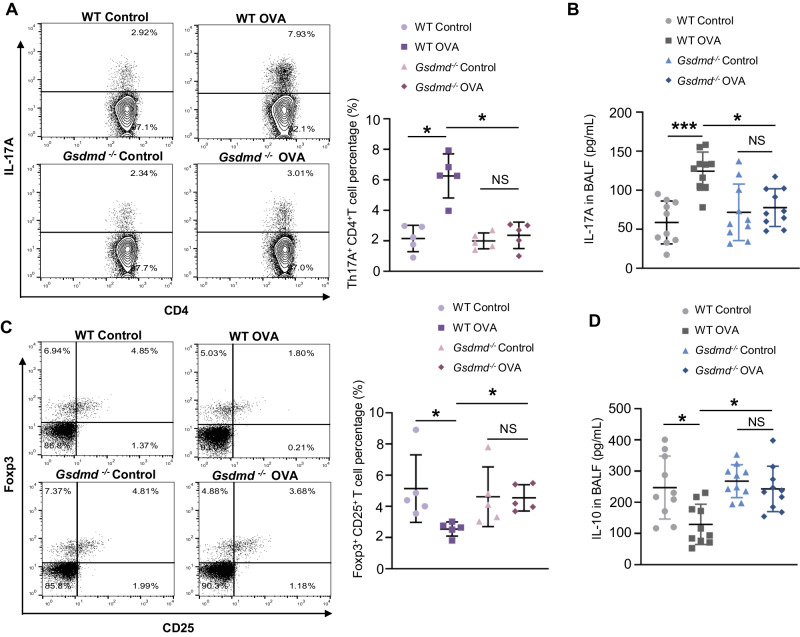
*Gsdmd* deficiency eliminates Th17/Treg imbalance in asthmatic mice. The spleen cells were labeled using indicated antibodies in “Method” section. The labeled cells were analyzed by flow cytometry. **A** Th17 cells were detected by flow cytometry, and the percentage of Th17 cells was quantified; n = 5 per group. **B** Secretion of IL-17A in mouse BALF was detected using ELISA; n = 10 per group. **C** Treg cells were analyzed by flow cytometry, and the percentage of Treg cells was quantified; n = 5 per group. **D** The secretion of IL-10 in mouse BALF was detected by ELISA; n = 10 per group. The data are presented as mean ± SD. Not significant is indicated as NS. *P < 0.05, ***P < 0.001.

### *Gsdmd* deficiency mitigates macrophage infiltration in the OVA-induced asthma mouse model

It has been widely acknowledged that M2 macrophage polarization plays a significant role in inflammation and tissue remodeling of asthma over the last few decades [32]. To ascertain the function of GSDMD in regulating M1/M2 polarization in asthma, we firstly assessed the protein expression of Gsdmd in macrophages in the asthma model by immunostaining on the lung tissue. Gsdmd was significantly upregulated in F4/80 positive cells in lung tissue sections from asthmatic mice compared with those from control mice (Fig. 6A, D). As expected, the colocalization of Gsdmd, F4/80 was not apparent in lung tissue sections from two groups of Gsdmd knockout mice. Consistent with previous study, the number of M2 macrophages was increased in lung mucosa of asthmatic mice [33] (Fig. 6B, D). In addition, higher expression of the M1 macrophage marker NOS2 was also observed in lung tissue sections from asthmatic mice compared with control mice, as well as the enhanced macrophage infiltration (Fig. 6C, D). The macrophage M2/M1 ratio was significantly reduced in Gsdmd^−/−^ asthmatic mice compared to that in WT asthmatic mice, reflecting the attenuation of inflammation led by Gsdmd deficiency (Fig. 6E). In summary, Gsdmd deficiency alleviates macrophage infiltration in an asthmatic animal model.

**Fig. 6:**
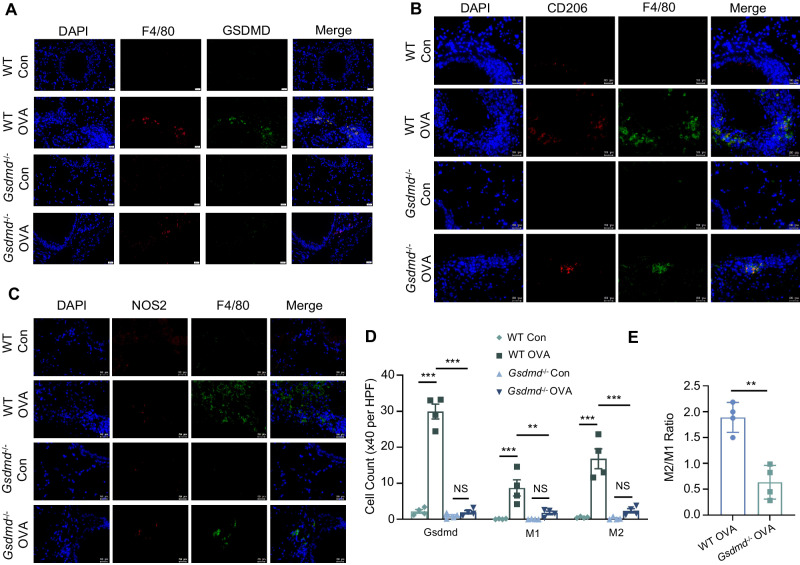
*Gsdmd* deficiency reduces macrophage infiltration in vivo. Representative images of immunofluorescence staining with antibodies targeting (**A**) F4/80 and GSDMD, (**B**) F4/80 and M2 macrophage maker CD206, (**C**) F4/80 and M1 macrophage maker NOS2 in the lung tissue. Scale bars: 20 µm. **D** The counts of macrophages and GSDMD positive cells were quantified; n = 4 per group. **E** The M2/M1 ratio of macrophages was only quantified between OVA-induced WT mice and OVA-induced Gsdmd^−/−^ mice, as the M2 and M1 ratio in WT mice and Gsdmd^−/−^ mice are too low to be calculated and be used for statistical analysis; n = 4 per group. The data are presented as mean ± SEM. Not significant is indicated as NS. *P < 0.05, **P < 0.01, ***P < 0.001.

### *Gsdmd* deficiency alleviates TSLP-induced M2 macrophage polarization

The importance of TSLP in asthma has been repeatedly documented. TSLP is mainly secreted by epithelial cells, airway smooth muscle cells, fibroblasts, mast cells, and macrophages/monocytes, and it is considered as an asthmatic inflammatory agonist [34, 35]. To further verify whether Gsdmd is involved in macrophage M2 polarization in an asthmatic inflammatory environment, we used TSLP to trigger inflammation from primary macrophages isolated from WT and *Gsdmd*^−/−^ mouse groups, and then analyzed M2 macrophage polarization by immunofluorescence staining and flow cytometry. The results showed that TSLP promoted M2 macrophage polarization from WT mice, but not from the *Gsdmd*^−/−^ mouse group (Fig. 7B, D). The M1 marker NOS2 showed no significant differences among the groups (Fig. 7A, C). Consistent result was also obtained by flow cytometry analysis (Fig. 7E, F). In summary, *Gsdmd* deficiency alleviates M2 polarization of macrophages in an asthmatic inflammatory environment.

**Fig. 7:**
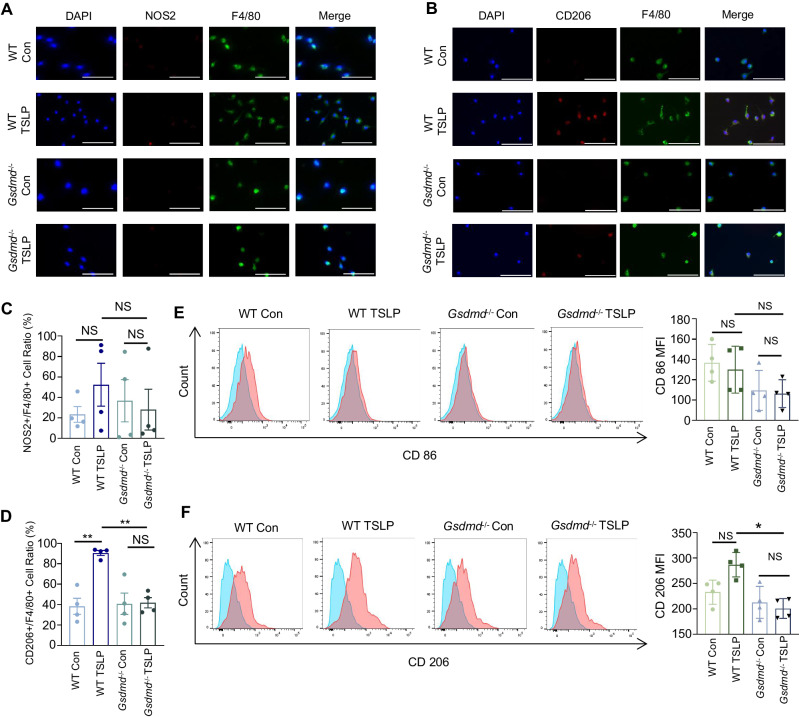
*Gsdmd* deficiency reduces macrophage polarization in vitro. Isolated bone marrow-derived macrophages obtained from WT and *Gsdmd*^*−/−*^ mouse models were treated with TSLP (10 ng/ml) or PBS for 24 h. Representative images of immunofluorescence staining with primary antibodies targeting (**A**) F4/80 and M1 macrophage marker NOS2, and (**B**) F4/80 and M2 macrophage marker CD206. Scale bars: 25 µm. **C** The ratio of M1 macrophages was quantified; n = 4 per group. **D** The ratio of M2 macrophage was quantified; n = 4 per group. **E** Flow cytometry of M1 macrophages in indicated cell groups and the quantification; n = 4 per group. **F** Flow cytometry of M2 macrophages in indicated cell groups and quantification; n = 4 per group; the data are presented as mean ± SD. Not significant is indicated as NS. *P < 0.05, **P < 0.01.

### *Gsdmd* targets Notch signaling to regulate macrophage adhesion, and migration

To further explore the mechanism of Gsdmd in M2 macrophage polarization in asthma, we performed bulk RNA-seq on normal and *Gsdmd*^−*/−*^ macrophages isolated from bone marrow of WT and *Gsdmd*^*−/−*^ mouse model. 

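Bone marrow-derived macrophages (BMDMs) are macrophages grown in culture from bone marrow cells with macrophage colony-stimulating factor. RNA from BMDMs that had differentiated for 6 days and received no treatment was sequenced in 4 WT and 4 *Gsdmd*-/- libraries. The authors deposited the number of reads counted on each gene in each library, without normalization, and listed the genes by Ensembl identifier and symbol. The paper's text does not name the aligner, the counting tool, the genome build or the annotation. Of the 54532 genes listed, 54495 are in GENCODE release M21, the mouse annotation of the build GRCm38, and the positions given here were taken from it. Total counts ranged from 16210182 to 16659319 in the WT libraries (median 16469211) and from 14935114 to 16794810 in the *Gsdmd*-/- libraries (median 16431453). A count of 0 allows up to 3 counts, which corresponded to between 0.177 and 0.199 CPM (counts scaled to a common library size) in these libraries, and such limits cover counting error only. The libraries were scaled by the TMM method of edgeR, genes with too few counts for a test were removed with its function filterByExpr, and the remaining 12911 genes were compared between the genotypes with the quasi-likelihood test of edgeR. All p-values from this test are two-sided and adjusted by the Benjamini-Hochberg method unless stated otherwise.

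Expression of Gsdmd itself (ENSMUSG00000022575, chromosome 15 from 75862327 to 75867408) was examined first. Its counts were 1213, 1039, 1121 and 1570 in WT libraries 1 to 4 and 307, 243, 257 and 241 in *Gsdmd*-/- libraries 1 to 4. This was 75.3 ± 14.1 CPM (SD, n = 4) in WT and 16.2 ± 1.56 CPM (SD, n = 4) in *Gsdmd*-/- macrophages, with 21.5% of the WT mean remaining. The log2 fold change was -2.22 (standard error 0.139, adjusted p = 4.665e-05). Every *Gsdmd*-/- library was lower than every WT library (exact permutation test, two-sided, p = 0.0286, the smallest p that 4 libraries against 4 allow). Among the alternatives tried, leaving out WT 4 moved this value most, to a log2 fold change of -2.08. A count per gene does not show from which exons the remaining reads came.

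In a principal component analysis of log2 CPM, component 1 held 43.6% and component 2 held 17.7% of the variance. The scores on component 1 were 45.4 in WT 2 and 38.8 in WT 3, while the other 6 libraries, of both genotypes, lay between -25.9 and -7.19. On component 2, *Gsdmd*-/- libraries 1, 2 and 4 had scores of 11.9, 23.7 and 13.5, whereas *Gsdmd*-/- 3 (-2.89) lay among the WT libraries (-31.4 to -0.0857).

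**Figure D1:**
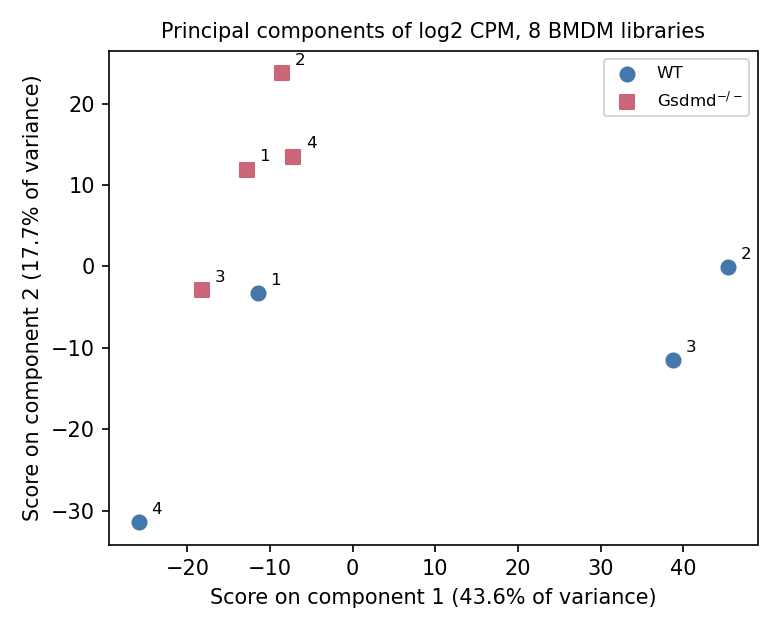
Scores of the 8 BMDM libraries on the principal components 1 (horizontal axis, 43.6% of the variance) and 2 (vertical axis, 17.7% of the variance) of log2 CPM. Each point is 1 library with its replicate number, circles are WT and squares are *Gsdmd*-/-. WT 2 and WT 3 lie apart from the other 6 libraries on component 1.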

A significant difference in DEGs was observed in macrophages isolated from WT and *Gsdmd*^*−/−*^ mice (Fig. 8A). 

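At the cutoff given with Fig. 8A, an unadjusted p under 0.05 and an absolute log2 fold change of at least 0.5, 199 genes were higher and 424 were lower in *Gsdmd*-/- than in WT macrophages. After adjustment for the 12911 genes tested, 45 genes had an adjusted p under 0.05, of which 18 were higher and 27 were lower. Of the 623 genes at the cutoff of Fig. 8A, 43 (6.90%) were among them. Of the 35 ways to split the 8 libraries into 4 and 4, the real one included, 6 gave as many genes at the cutoff of Fig. 8A. Among the alternatives, raising the fold change cutoff to 1 left 59 genes higher and 140 lower, testing without a filter on low counts gave 421 and 783, and leaving out WT 4 gave 318 and 704. For the adjusted p, DESeq2 in place of edgeR gave 90 genes higher and 161 lower, while the fit without *Gsdmd*-/- 2 left 5 genes lower.

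The WT and *Gsdmd*-/- libraries did not overlap for 120 of the 199 higher genes (60.3%) and for 171 of the 424 lower genes (40.3%). These genes were chosen by their difference between the same libraries, so part of this separation is built in. Of all 12911 genes tested, 981 (7.60%) showed no overlap, where chance gives 2.86%. In 263 of the 424 lower genes (62.0%), the highest pair of libraries was WT 2 and WT 3, and the next was WT 1 and WT 4 with 49 genes.

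Among the higher genes, Gm42031 (ENSMUSG00000110386), a long non-coding RNA gene on chromosome 8 from 85125872 to 85132289, had no count in any WT library and 437, 397, 358 and 285 counts in the *Gsdmd*-/- libraries. Its level of 22.7 ± 2.90 CPM (SD, n = 4) was at least 124-fold higher than the limit set by 3 counts (adjusted p = 2.400e-05). Egr1 (ENSMUSG00000038418, chromosome 18 from 34859823 to 34864984) rose from 4.80 ± 3.13 to 57.9 ± 21.2 CPM (SD, n = 4 each), a log2 fold change of 3.59 (standard error 0.424, adjusted p = 0.00590). Rab4a (ENSMUSG00000019478, chromosome 8 from 123805985 to 123835287) rose from 0.442 ± 0.247 to 5.05 ± 0.359 CPM (SD, n = 4 each), a log2 fold change of 3.49 (standard error 0.307, adjusted p = 8.198e-04). Wdfy1 (ENSMUSG00000073643, chromosome 1 from 79702262 to 79776143) was at 17.9 ± 0.957 CPM in WT and 67.4 ± 1.64 CPM in *Gsdmd*-/- macrophages (SD, n = 4 each), with a log2 fold change of 1.91 (standard error 0.0788) and the lowest adjusted p of all genes, 2.710e-06. Gm17494 (ENSMUSG00000057359, chromosome 3 from 122255958 to 122293720) changed by 1.86 on the log2 scale from a total of 41 counts in WT to 148 in *Gsdmd*-/- libraries (adjusted p = 0.0261). Its adjusted p was above 0.05 in 6 of the 8 fits that left out 1 library each, up to 0.147.

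Among the lower genes, Lrmda (ENSMUSG00000063458, chromosome 14 from 22019712 to 23056085) fell from 7.53 ± 1.39 to 0.616 ± 0.0806 CPM (SD, n = 4 each), a log2 fold change of -3.59 (standard error 0.220, adjusted p = 4.665e-05). Gm15446 (ENSMUSG00000090015, chromosome 5 from 109923400 to 109943936) had 308 counts in WT and 9 in *Gsdmd*-/- libraries, a log2 fold change of -5.00 (standard error 0.448, adjusted p = 8.372e-04). Mid1 (ENSMUSG00000035299, X chromosome from 169685199 to 170005736) had a log2 fold change of -2.20 (standard error 0.321, adjusted p = 0.0257). The non-coding gene G530011O06Rik (ENSMUSG00000072844, X chromosome from 169975043 to 169978917) lies inside Mid1, so the changes of these genes are not independent. It had 19, 96, 92 and 27 counts in the WT libraries and at most 2 in each *Gsdmd*-/- library, which is at least 19.2-fold lower against the limit set by 3 counts (adjusted p = 0.0257). With 1 library left out, the adjusted p of Mid1 was above 0.05 in 6 of 8 fits, up to 0.105, and that of G530011O06Rik in 5 of 8 fits, up to 0.131.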

GO analysis showed that *Gsdmd* knockout enriched gene sets related to regulation of angiogenesis, regulation of vasculature development, and regulation of epithelial cell proliferation and differentiation. 

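The GO collection was not used here. Instead, 85 genes that regulate angiogenesis or vessel growth were listed by hand, and 60 of them were tested. Of these, 8 were higher in *Gsdmd*-/- macrophages at the cutoff of Fig. 8A, where 0.925 were expected (one-sided Fisher's exact test against all genes tested, adjusted p = 4.419e-05 over 62 tests). Another 6 were lower, where 1.97 were expected (adjusted p = 0.0764 from the same exact test). When only genes with an adjusted p under 0.05 were counted, the adjusted p for the higher genes was 0.523, the largest change among the alternatives, and with genes from limma voom the adjusted p for the lower genes was 0.0229. The list as a whole had 26 genes above and 34 below a log2 fold change of 0, with a median of -0.06 and an adjusted p of 0.867 from limma's two-sided camera test. Camera gave the list the higher direction, although its median was below 0. With *Gsdmd*-/- 4 left out, the direction in camera reversed to lower (adjusted p = 0.991).

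The 8 higher genes were Vegfa, Klf2, Itgb3, Id1, Mmp2, Mmp9, Rapgef3 and Hgf, and all of them are also labelled in Fig. 8C, which was drawn from these libraries. Klf2 (ENSMUSG00000055148, chromosome 8 from 72319033 to 72321656) rose from 8.31 ± 1.35 to 15.6 ± 1.26 CPM (SD, n = 4 each), a log2 fold change of 0.91 (standard error 0.138, adjusted p = 0.0302). With 1 library left out, its adjusted p ran from 0.0159 to 0.153 and was above 0.05 in 6 of 8 fits. It was the only gene of the list with an adjusted p under 0.05 over all genes tested, while 10 genes passed when adjusted over the list alone. Vegfa (ENSMUSG00000023951, chromosome 17 from 46016993 to 46032369) was at 6.00 ± 1.81 CPM in WT and 12.5 ± 3.33 CPM in *Gsdmd*-/- macrophages (SD, n = 4 each), without overlap, and its log2 fold change was 1.05 (standard error 0.250, adjusted p = 0.132). Among the 6 lower genes, Flt1 had a log2 fold change of -0.72 (standard error 0.142, adjusted p = 0.0805). The other lower genes were Jag1, Acvrl1 and Efnb2, and Pgf and Pdgfb, which were named after their values were seen. No list of genes for epithelial cell proliferation or differentiation was tested.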

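For fibronectin binding, 30 genes were listed by hand, of which 18 were tested. Itgb3, Ctsk, Vegfa and Mmp2 were higher at the cutoff of Fig. 8A, 4 genes where 0.277 were expected (one-sided Fisher's exact test, adjusted p = 9.744e-04), and Loxl3, named after its values were seen, was lower. With genes from limma voom the adjusted p was 0.0235, and with genes of adjusted p under 0.05 it was 1. All 4 higher genes are also labelled in Fig. 8C, which was drawn from these libraries, so this exact test is not independent of it. Ctsk (ENSMUSG00000028111, chromosome 3 from 95499256 to 95509362) rose from 247 ± 39.6 to 387 ± 63.8 CPM (SD, n = 4 each) without overlap (log2 fold change 0.65, standard error 0.142, adjusted p = 0.113). Itgb3 (ENSMUSG00000020689, chromosome 11 from 104608000 to 104670476) rose from 107 ± 31.5 to 180 ± 20.5 CPM (SD, n = 4 each) without overlap (log2 fold change 0.75, standard error 0.194, adjusted p = 0.174). None of the 18 genes had an adjusted p under 0.05 over all genes tested, and 3 passed when adjusted over the list alone. The whole list was not shifted in the camera test (adjusted p = 0.184), with 9 genes above and 9 below 0.

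For MHC protein complex binding, 11 MHC class II genes and their regulators were listed, of which 8 were tested and all 8 were lower in *Gsdmd*-/- macrophages, with a median log2 fold change of -0.50. The mean log2 CPM of the list was 7.97 ± 0.358 in WT and 7.46 ± 0.333 in *Gsdmd*-/- libraries (SD, n = 4 each), with overlap (exact permutation test, two-sided, p = 0.143). The camera test with its preset correlation of 0.01 gave an adjusted p of 1.244e-05. It was the alternatives for the correlation between genes that moved this result most, with an adjusted p of 0.174 from limma's fry test and 0.319 from camera with the correlation estimated from the data. Ciita, H2-Eb1, H2-Ab1 and H2-Aa were at the cutoff of Fig. 8A, 4 genes where 0.263 were expected (one-sided Fisher's exact test, adjusted p = 5.602e-04). All of them except Ciita are also labelled in Fig. 8C, which was drawn from these libraries. Ciita (ENSMUSG00000022504, chromosome 16 from 10480059 to 10528418), the regulator of these genes, fell from 51.2 ± 4.70 to 26.6 ± 6.12 CPM (SD, n = 4 each), a log2 fold change of -0.95 (standard error 0.149, adjusted p = 0.0339). It was the only gene of the list to pass over all genes tested, and 1 gene passed when adjusted over the list alone. In 6 of the 8 fits that left out 1 library each, its adjusted p was above 0.05, up to 0.164. H2-Eb1 had a log2 fold change of -0.78 (adjusted p = 0.295), H2-Ab1 of -0.69 (adjusted p = 0.337) and H2-Aa of -0.53 (adjusted p = 0.374), and the WT and *Gsdmd*-/- libraries overlapped for all 3.

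**Figure D2:**
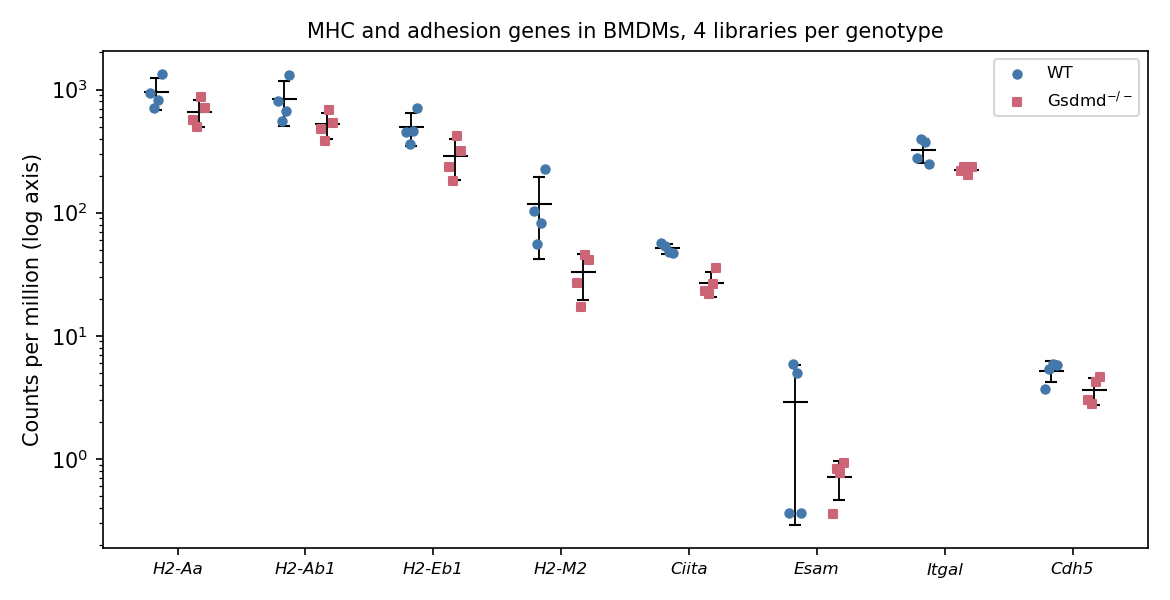
CPM of MHC genes and adhesion genes on a log axis in the 4 WT (circles) and 4 *Gsdmd*-/- (squares) libraries, with horizontal lines for the mean and bars for the SD. The lower bar of Esam in WT is shortened, since its SD of 2.93 CPM exceeds its mean of 2.89 CPM. Ciita, H2-M2 and Itgal show no overlap between the genotypes, while the other 5 genes do overlap. Cdh5 was chosen after its values were seen.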

Upregulated genes in *Gsdmd*^*−/−*^ macrophages were highly enriched in fibronectin binding, while downregulated genes were observed to be enriched in regulation of cell adhesion and MHC protein complex binding (Fig. 8B). These results suggested *Gsdmd* knockout may regulate inflammatory responses in macrophages. 

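Irf1 (ENSMUSG00000018899, chromosome 11 from 53770014 to 53778374), which encodes an interferon regulatory factor, fell from 39.9 ± 6.09 to 23.5 ± 2.88 CPM (SD, n = 4 each), a log2 fold change of -0.77 (standard error 0.133, adjusted p = 0.0468). Its adjusted p was 0.0546 with limma voom and above 0.05 in 7 of the 8 fits that left out 1 library each, up to 0.233, while over the other alternatives it ran from 8.968e-05 to 0.0562. Tlr2 fell from 75.3 ± 16.9 to 52.0 ± 8.68 CPM (SD, n = 4 each), and the genotypes overlapped (adjusted p = 0.241). Tnf was at 28.8 ± 15.4 CPM in WT and 44.5 ± 6.63 CPM in *Gsdmd*-/- macrophages (SD, n = 4 each), with overlap between the genotypes (adjusted p = 0.489). The chemokine gene Cxcl1 had a total of 6 counts in WT and 26 in *Gsdmd*-/- libraries and was not tested, and Cxcl3 had a log2 fold change of -1.20 (standard error 0.583, adjusted p = 0.464). Of 31 interferon response genes listed by hand, 29 were tested and the list was not shifted (camera adjusted p = 0.885). Its mean log2 CPM was 2.70 and 2.76 in WT 2 and WT 3, against 3.97 and 4.23 in WT 1 and WT 4. The *Gsdmd*-/- libraries lay between, from 3.40 to 3.86, so a difference smaller than the WT spread may have been missed. A list of 21 inflammasome genes, which includes Gsdmd, was not shifted either (camera adjusted p = 0.319). In it, Il1b had a log2 fold change of -0.75 (adjusted p = 0.571), Casp1 of 0.25 (adjusted p = 0.489), Casp4 of 0.40 (adjusted p = 0.486) and Il18 of -0.05 (adjusted p = 0.966).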

IL-17 induces the production of pro-inflammatory cytokines, chemokines, and growth factors in macrophages. 

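Genes of the IL-17 and TNF signaling pathways were listed by hand, since the KEGG collection was not used here. Of 83 genes listed for IL-17 signaling, 56 were tested. Fos, Mmp9, Il4 and Mmp1b were higher in *Gsdmd*-/- macrophages at the cutoff of Fig. 8A, 4 genes where 0.863 were expected (one-sided Fisher's exact test, p = 0.0108, adjusted p = 0.0668 over 62 tests, and 0.0229 with genes from limma voom). All 4 are also labelled in Fig. 8C, which was drawn from these libraries, so this test is not independent of that figure. Jun, Fosl1, Traf2, Tnfaip3 and, named after its values were seen, Traf4 were lower, 5 genes where 1.84 were expected (adjusted p = 0.160 from the same exact test). The list as a whole had 22 genes above and 34 below a log2 fold change of 0 (camera adjusted p = 0.893), and its direction reversed in 4 of the 8 fits that left out 1 library each. Of the 104 genes listed for TNF signaling, 89 were tested. Here 4 genes were higher, where 1.37 were expected (one-sided Fisher's exact test, p = 0.0486, adjusted p = 0.188), and 7 were lower, where 2.92 were expected (adjusted p = 0.128, and 0.0338 with genes from limma voom). The 4 higher genes are likewise all labelled in Fig. 8C. As a whole this list was not shifted, with 58 of 89 genes below 0 and a camera adjusted p of 0.125 (0.232 with fry and 0.523 with an estimated correlation). That value was 0.0450 with at least 10 counts required in every library, and with 1 library left out it ran from 0.00584 without WT 2 and 0.0167 without WT 3 to 0.574 without WT 4. The mean log2 CPM of the list was 5.03 ± 0.150 in WT and 4.96 ± 0.0340 in *Gsdmd*-/- libraries (SD, n = 4 each), with overlap (exact permutation test, two-sided, p = 0.429). Over all genes tested, 1 gene of the IL-17 list and 2 of the TNF list had an adjusted p under 0.05, and 6 and 7 genes passed when adjusted over the list alone.

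Fos (ENSMUSG00000021250, chromosome 12 from 85473890 to 85477273), which is in both lists, rose from 52.0 ± 7.92 to 114 ± 15.8 CPM (SD, n = 4 each), a log2 fold change of 1.13 (standard error 0.133, adjusted p = 0.00590). Junb (ENSMUSG00000052837, chromosome 8 from 84974484 to 84978718) rose from 145 ± 13.0 to 209.5 ± 22.8 CPM (SD, n = 4 each), without overlap (log2 fold change 0.53, standard error 0.103, adjusted p = 0.0751). Jun (ENSMUSG00000052684, chromosome 4 from 95049034 to 95052222), whose product pairs with that of Fos, changed the other way, from 203 ± 43.9 to 135 ± 6.17 CPM (SD, n = 4 each, log2 fold change -0.58, standard error 0.140, adjusted p = 0.134). Mmp9 and Il4 had few counts, 31 and 76 counts over the WT and 71 and 122 over the *Gsdmd*-/- libraries. Traf2 had a log2 fold change of -0.58 (adjusted p = 0.175) and Tnfaip3 of -0.55 (adjusted p = 0.319).

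**Figure D3:**
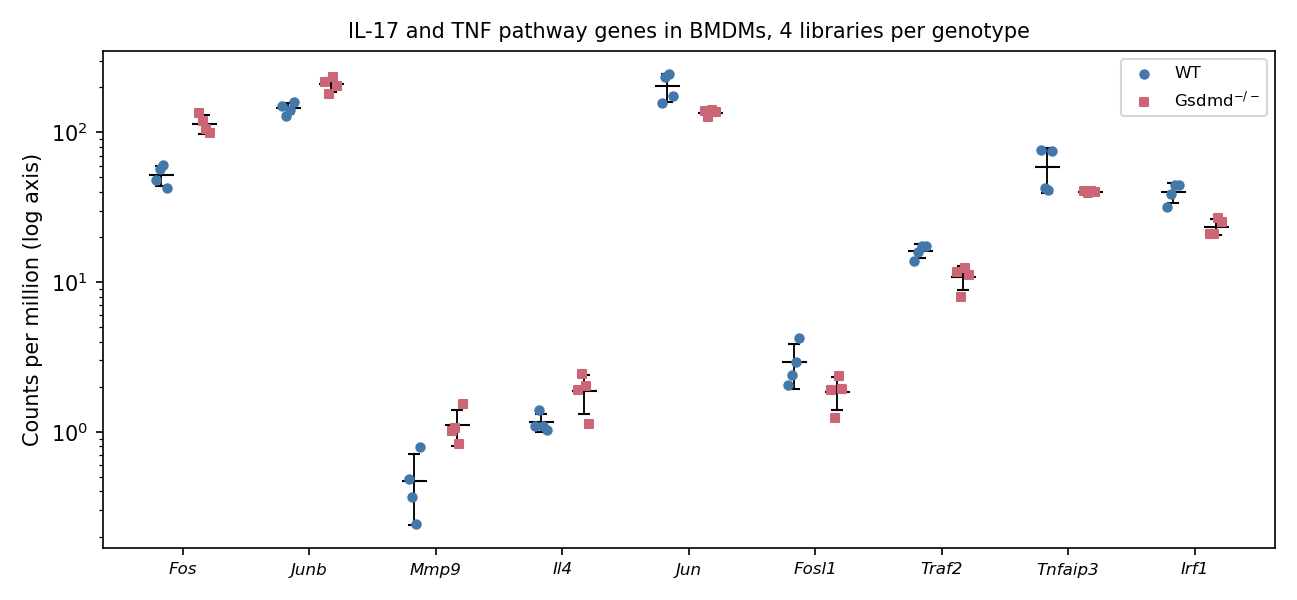
CPM of genes of the IL-17 and TNF lists on a log axis in the 4 WT (circles) and 4 *Gsdmd*-/- (squares) libraries, with horizontal lines for the mean and bars for the SD. Fos, Junb, Mmp9 and Il4 are higher, and Jun, Fosl1, Traf2, Tnfaip3 and Irf1 are lower in *Gsdmd*-/- macrophages.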

KEGG analysis further indicated the regulation of Gsdmd in the inflammatory response as the IL-17 signaling pathway and the TNF signaling pathway were enriched in upregulated genes in *Gsdmd*^*−/−*^ macrophages (Fig. 8C). 

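Of 132 genes for cell adhesion molecules listed by hand, 129 are in the count table and 75 were tested. In *Gsdmd*-/- macrophages 51 of the 75 genes had a log2 fold change below 0, with a median of -0.14. The camera test gave an adjusted p of 0.0157 for the list and fry an adjusted p of 0.0204, while camera with an estimated correlation gave 0.0547. Leaving out WT 1 or WT 4 raised the camera adjusted p to 0.119 and 0.116. The mean log2 CPM of the list was 4.86 ± 0.0632 in WT and 4.70 ± 0.0329 in *Gsdmd*-/- libraries (SD, n = 4 each), without overlap (exact permutation test, two-sided, p = 0.0286). At the cutoff of Fig. 8A, 12 genes were lower, where 2.46 were expected (one-sided Fisher's exact test, adjusted p = 4.948e-05), and only Sdc1 was higher. Of the 12, all except Cdh5 are also labelled in Fig. 8C, which was drawn from these libraries. This exact test is therefore not independent of that figure. None of the 75 genes had an adjusted p under 0.05 over all genes tested, so the adjusted p of the exact test was 1 when genes were chosen that way. A count of 3 genes passed when adjusted over the list alone.

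Of the 12 lower genes, 3 are the MHC class II genes H2-Aa, H2-Ab1 and H2-Eb1, and 2 are other MHC genes, H2-M2 and H2-T24. H2-M2 (ENSMUSG00000016283, chromosome 17 from 37480851 to 37483552) fell from 118 ± 75.7 to 32.7 ± 13.1 CPM (SD, n = 4 each), without overlap (log2 fold change -1.85, standard error 0.429, adjusted p = 0.124). Cntnap1 (ENSMUSG00000017167, chromosome 11 from 101170523 to 101190724) fell from 4.88 ± 2.39 to 1.63 ± 0.366 CPM (SD, n = 4 each), without overlap (log2 fold change -1.58, standard error 0.362, adjusted p = 0.118). Itgal (ENSMUSG00000030830, chromosome 7 from 127296260 to 127335138), the integrin gene among them, fell from 326 ± 72.1 to 222 ± 15.2 CPM (SD, n = 4 each), without overlap (log2 fold change -0.55, standard error 0.146, adjusted p = 0.178). Esam was at 2.89 ± 2.93 CPM in WT and 0.718 ± 0.252 CPM in *Gsdmd*-/- macrophages (SD, n = 4 each, adjusted p = 0.382), and its values in WT ran from 0.365 to 5.87 CPM and overlapped those of the *Gsdmd*-/- libraries.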

Consistent with GO analysis, KEGG analysis revealed that gene sets related to cell adhesion were enriched in downregulated genes in *Gsdmd*^*−/−*^ macrophages. 

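The Reactome collection was not used here, and 92 genes of VEGF signaling were listed by hand instead, of which 80 were tested. As a whole, 48 of the 80 genes were below a log2 fold change of 0, and the camera adjusted p was 0.165. Across the 8 fits that left out 1 library each it ran from 0.0492 without WT 3 to 0.569 without WT 1. Vegfa and Trib3 were higher at the cutoff of Fig. 8A, 2 genes where 1.23 were expected (one-sided Fisher's exact test, adjusted p = 0.775). Flt1, Itpr3, Jup, Pgf and Cdh5 were lower, 5 genes where 2.63 were expected (adjusted p = 0.337 from the same exact test). Trib3, Pgf and Cdh5 were named after their values were seen. Flt1 encodes a receptor of VEGFA and lies on chromosome 5 from 147561604 to 147726011 (ENSMUSG00000029648), and it fell from 14.9 ± 1.77 to 9.03 ± 1.41 CPM (SD, n = 4 each), without overlap. Kdr, the gene of the other VEGFA receptor VEGFR2, was at 41.3 ± 22.3 CPM in WT and 63.5 ± 15.9 CPM in *Gsdmd*-/- macrophages (SD, n = 4 each), a difference smaller than the SD of the WT libraries (log2 fold change 0.62, standard error 0.349, adjusted p = 0.535). Jup (ENSMUSG00000001552, chromosome 11 from 100368958 to 100397763) fell by 0.51 on the log2 scale (standard error 0.0880, adjusted p = 0.0467), from 64.0 ± 3.38 to 44.9 ± 4.04 CPM (SD, n = 4 each), and no fit that left out 1 library gave it an adjusted p under 0.05. Jup was the only gene of the list with an adjusted p under 0.05 over all genes tested, and 4 genes passed when adjusted over the list alone.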

Enrichment of the VEGFA-VEGFR2 and VESF pathways may once again reflect the role of Gsdmd in enhanced migration of macrophages (Fig. 8D). 

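The gene sets used in the GSEA were not used here, and lists were written by hand for a core Notch pathway, for Notch targets and signaling genes, and for receptors of peptide ligands. Of 59 genes of the core Notch pathway, 46 were tested, 29 of them below a log2 fold change of 0, with a median of -0.07 (camera adjusted p = 0.361). Of 32 Notch target and signaling genes, 23 were tested, 14 of them below 0, with a median of -0.06 (camera adjusted p = 0.319). Jag1 and Tcf7l2 were the genes of these lists at the cutoff of Fig. 8A, both lower. Jag1 (ENSMUSG00000027276, chromosome 2 from 137081456 to 137116644), which encodes a Notch ligand, fell from 16.8 ± 2.23 to 9.01 ± 1.78 CPM (SD, n = 4 each), without overlap, a log2 fold change of -0.90 (standard error 0.159, adjusted p = 0.0515). In each of these lists, no gene passed over all genes tested and 1 passed when adjusted over the list alone. Of 78 peptide receptor genes, 15 were tested, 10 of them lower, with a median log2 fold change of -0.20 (camera adjusted p = 0.479). At the cutoff of Fig. 8A, F2rl3 was higher, and C5ar1, named after its values were seen, was lower. None of the peptide receptor genes passed over all genes tested, and 1 passed when adjusted over the list alone.

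The paper measured Efnb2, Notch4, Acvrl1, Lrrc32, Bcam, Dtx4 and Hes1 by qPCR (Table 2). In the sequenced libraries 5 of these 7 genes were tested, and all 5 were lower in *Gsdmd*-/- macrophages, with a median log2 fold change of -0.98. The camera adjusted p was 2.465e-07, the fry adjusted p was 0.0294 and camera with an estimated correlation gave 0.0547. None of the 5 genes had an adjusted p under 0.05 over all genes tested, while 4 passed when adjusted over the list alone, which is not taken as independent evidence, since the paper does not state how these genes were chosen. Acvrl1 (ENSMUSG00000000530, chromosome 15 from 101128522 to 101145336) fell from 58.9 ± 19.8 to 27.3 ± 6.42 CPM (SD, n = 4 each), a log2 fold change of -1.11 (standard error 0.248, adjusted p = 0.115). Lrrc32 (ENSMUSG00000090958, chromosome 7 from 98489283 to 98502181) fell from 44.4 ± 5.68 to 22.5 ± 6.78 CPM (SD, n = 4 each), a log2 fold change of -0.98 (standard error 0.191, adjusted p = 0.0766). The adjusted p of both was under 0.05 with the exact test of edgeR, with DESeq2 and without the filter on low counts. That of Lrrc32 was also under 0.05 with a block for the replicate number. Over all alternatives other than those that left out a library, the adjusted p ran from 0.00130 to 0.143 for Acvrl1. For Lrrc32 it ran from 2.637e-04 to 0.0795. With 1 library left out, the adjusted p was above 0.05 in 7 of 8 fits for each gene, up to 0.379 for Acvrl1 and 0.261 for Lrrc32. The exceptions were 0.0450 for Acvrl1 without WT 1 and 0.0321 for Lrrc32 without *Gsdmd*-/- 4. Efnb2 (ENSMUSG00000001300, chromosome 8 from 8617434 to 8661242) had 16, 56, 50 and 17 counts in the WT and 13, 11, 6 and 14 in the *Gsdmd*-/- libraries, a log2 fold change of -1.63 (standard error 0.484, adjusted p = 0.234). Bcam (ENSMUSG00000002980, chromosome 7 from 19756131 to 19771016) had a log2 fold change of -0.95 (standard error 0.265, adjusted p = 0.211). For these 4 genes the WT and *Gsdmd*-/- libraries did not overlap.

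Dtx4 (ENSMUSG00000039982, chromosome 19 from 12466338 to 12501454) was at 104 ± 60.6 CPM in WT and 65.1 ± 8.12 CPM in *Gsdmd*-/- macrophages (SD, n = 4 each). Its log2 fold change of -0.68 (standard error 0.359, adjusted p = 0.502) was smaller than the spread of the WT libraries, of which WT 2 and WT 3 had 2662 and 2461 counts and WT 1 and WT 4 had 860 and 845. Notch4 (ENSMUSG00000015468, chromosome 17 from 34564268 to 34588503) had 5, 14, 10 and 9 counts in the WT and 5, 6, 2 and 2 in the *Gsdmd*-/- libraries. With 0.580 ± 0.226 CPM in WT and 0.228 ± 0.116 CPM in *Gsdmd*-/- macrophages (SD, n = 4 each), it was too low to be tested, and the exact permutation test on these values gave a two-sided p of 0.0571. Without the filter on low counts its log2 fold change was -1.28 and its adjusted p 0.536. Hes1 had a total of 7 counts in WT and 1 in *Gsdmd*-/- libraries, all at or near the limit set by 3 counts, and was not tested.

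**Figure D4:**
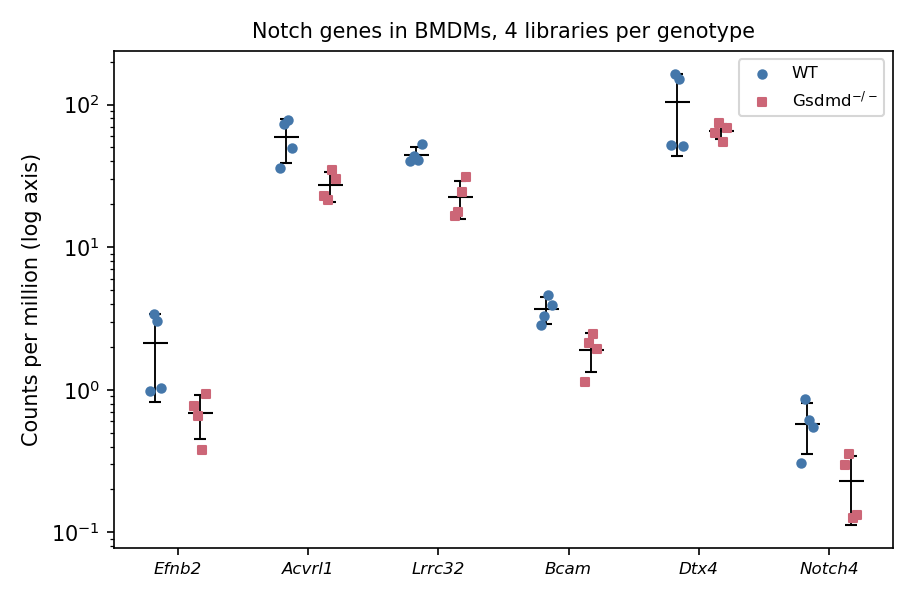
CPM of Efnb2, Acvrl1, Lrrc32, Bcam, Dtx4 and Notch4 on a log axis in the 4 WT (circles) and 4 *Gsdmd*-/- (squares) libraries, with horizontal lines for the mean and bars for the SD. Efnb2, Acvrl1, Lrrc32 and Bcam show no overlap between the genotypes, whereas Dtx4 and Notch4 overlap.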

GSEA showed that the Notch signaling pathway as well as the GPCRS peptide pathway are downregulated in *Gsdmd*^*−/−*^ macrophages, suggesting that Gsdmd may have an impact on macrophage activation (Fig. 8E) [36, 37]. We subsequently verified the upregulation of Notch4 in macrophages isolated from WT mice as compared to those from *Gsdmd*^*−/−*^ mice at both mRNA (Fig. 8G) and protein level (Fig. 8F). Downregulated expression of key molecules in the Notch signaling pathway was detected in *Gsdmd*^*−/−*^ BMDMs compared with WT BMDMs. Likewise, the downregulation of the key molecules in the Notch signaling pathway was also validated in lung tissues of WT and *Gsdmd*^*−/−*^ mice (Fig. 8H). Collectively, Gsdmd might mainly get involved in positive regulation of macrophage adhesion and migration via targeting Notch signaling pathway.

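Taken per library, the mean log2 CPM of the 5 tested genes of Table 2 was 4.13 ± 0.485 in WT and 3.17 ± 0.197 in *Gsdmd*-/- macrophages (SD, n = 4 each), without overlap between the genotypes (exact permutation test, two-sided, p = 0.0286). It was 4.52 in WT 2 and 4.56 in WT 3, compared with 3.59 in WT 1 and 3.85 in WT 4, and the highest *Gsdmd*-/- library was at 3.42. For the Notch target and signaling list, the mean was 5.52 ± 0.131 in WT and 5.42 ± 0.0834 in *Gsdmd*-/- libraries (SD, n = 4 each), with overlap (exact permutation test, two-sided, p = 0.229). For the core Notch list it was 5.18 ± 0.0713 and 5.11 ± 0.0824 (SD, n = 4 each, exact permutation test, two-sided, p = 0.286). No migration of cells is measured by these libraries, and the adhesion values are those of transcripts. The paper reports adhesion gene sets among the downregulated genes and enrichment of VEGF pathways (Fig. 8B to 8D), lower Notch signaling in the GSEA (Fig. 8E), lower Notch molecules at the protein level and by qPCR in macrophages (Fig. 8F and 8G), and lower Notch molecules by qPCR in lung tissue (Fig. 8H). From these results taken together, it proposes that Gsdmd might be involved in positive regulation of macrophage adhesion and migration through Notch signaling.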

**Fig. 8:**
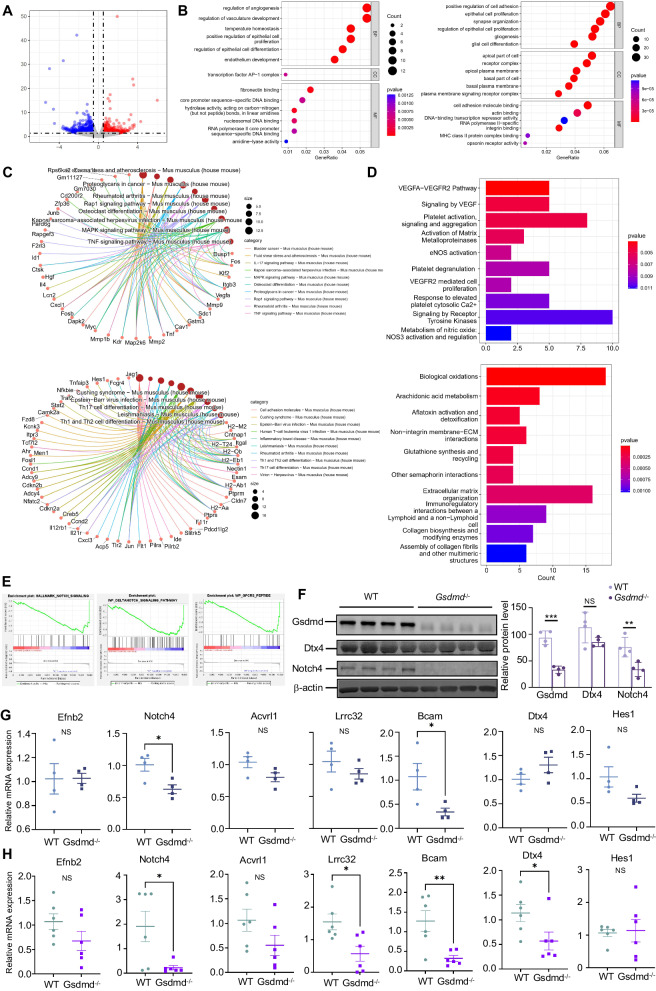
Gsdmd might target Notching signaling to regulate macrophage adhesion and migration. **A** Volcano plot of DEGs between macrophages isolated from WT and *Gsdmd*^−/−^ mice identified using edgeR algorithm, with the cut-off criterion *P* < 0.05 and |log2FC| ≥ 0.5. Blue dots: significantly downregulated genes; red dots: significantly upregulated genes. **B** GO analysis of DEGs (Left: upregulated genes; Right: downregulated gene) with three terms biological processes (BP), cellular components (CC), and molecular functions (MF) (*P* value < 0.05). **C** KEGG pathways enriched in the downregulated and upregulated risk-related DEGs (Upper: upregulated genes; Below: downregulated gene) (P value < 0.05). **D** Reactome pathway analysis of DEGs (Upper: upregulated genes, Below: downregulated genes) between macrophages obtained from WT and *Gsdmd*^*−/−*^ mice. **E** Gene set enrichment analysis (GSEA) of DEGs. **F** Expression of Notch4 and Dtx4 in the Notch signal pathway was examined in primary macrophages isolated from WT and *Gsdmd*^*−/−*^ *mice*. β-actin is the internal control. qPCR validation of key molecules in Notch signaling pathway in macrophages (**G**) and (**H**) lung tissues of wild type and *Gsdmd*^*−/−*^ mice. The data are presented as mean ± SD. Not significant is indicated as NS. *P < 0.05, **P < 0.01, ***P < 0.001.

## Discussion

The most traditionally accepted mechanism of asthma pathogenesis is airway inflammation and remodeling [38]. An emerging concept holds that airway inflammation launches the asthma pathogenesis progression, then promotes airway remodeling. These alterations are hypothesized to lead to airway hyperresponsiveness and progressive decline of lung function in asthmatic patients [39]. However, airway inflammation and remodeling are concurrent and interdependent events that promote and sustain each other rather than being sequential or consequential [40]. Thus, we explored the airway inflammation and remodeling simultaneously.

The human gasdermin family is important in pyroptosis, GSDM proteins (GSDMA/B/C/D) are expressed in epithelial cells in the maintenance of the epithelial cell barrier [41, 42]. Central to the inflammatory process of pyroptosis is the protein GSDMD [3]. Recent data have shown that GSDMD is expressed in various subsets of leukocytes and bronchial epithelial cells [43, 44], and in almost all organs and tissues, including the gut, heart, spleen, liver, and lung in human and mice [45, 46]. Meantime, a number of studies suggest that pyroptosis is involved in the pathogenesis of asthma. Studies have shown that allergen induced IL-1β and IL-18 release and barrier dysfunction via the NLRP3-caspase-1 in human bronchial epithelial cells [6, 47, 48]. Kinlin L. Chao et al found that the GSDMB polymorphism was a potential disease factor associated with asthma [8]. However, the role of the pyroptosis executor GSDMD in the pathophysiological process of asthma is little known. The main finding of our study was that N-GSDMD was upregulated in the airway epithelium in asthma patients, accompanied by higher expression of pyroptosis-associated inflammatory cytokines (IL-1β and IL-18). Here, we confirmed the clinical significance that GSDMD-induced pyroptosis plays an essential role in asthma patients.

In the present study, we further investigated GSDMD-induced pyroptosis and its role in the immune response of airway inflammation and remodeling in asthma model. Exogenous and endogenous damage are recognized by the intracellular sensor proteins such as NLRP1, NLRC4, NLRP3, AIM2, and Pyrin, leading to the action of caspase-1 in the canonical pathway and caspase-11 in the non-canonical pathway in mice [49, 50]. Activated caspase-1 and caspase-11 cleave GSDMD, and then the GSDMD N-terminal domain forms pores on cell membrane, leading to the generation of the cleaved pro-inflammatory cytokines IL-1β and IL-18. Consequently, matured IL-1β and IL-18 release from the pores on the cell membrane. [51, 52]. Consistent with other reports, airway inflammation and AHR were significantly increased in OVA-sensitized WT mice [53]. Conversely, Gsdmd-deficient mice exhibited reduced airway inflammation and AHR upon OVA challenge. Our data demonstrated that the pathophysiology of asthma might be dependent on GSDMD-induced pyroptosis.

It is well known that the Th1/Th2 balance and M2 macrophage polarization play central roles in the pathogenesis of asthma, but the Th1/Th2 balance or M2 macrophage polarization alone cannot explain the mechanism of asthma. A number of studies have shown that allergen-induced airway inflammation in mice is mediated by immunoregulation of Th17/Treg responses, characterized by increased Th17 cells and the decreased Treg cells [54, 55]. Based on the previous reports, we detected the Th17 and Treg cell related inflammatory cytokines (IL-17A and IL-10) in the serum of asthma patients. A noticeably high level of IL17A, and a reduction in IL-10 were observed. Here, we also obtained consistent results that the levels of serum IL-17A and Th17 cell proportions in the spleen were significantly higher in WT asthmatic mice than that in the control group, while the levels of serum IL-10 and Treg cell proportion in spleen were markedly lower in WT asthmatic mice than in control WT mice. However, *Gsdmd* knockout reversed the Th17/Treg imbalance led by OVA induction in the asthmatic mice. Meanwhile, we also found that *Gsdmd* knockout alleviated the M2 macrophage polarization in the lung tissues and TSLP-stimulated macrophages. Moreover, we found that GSDMD may target Notch signaling to regulate macrophage adhesion and migration by bulk RNA-seq analysis. The results were then confirmed in cultured primary macrophage obtained from WT and *Gsdmd*^*−/−*^ mice. Therefore, we confirmed that GSDMD-induced pyroptosis is involved in the pathogenesis of asthma by regulating both Th17/Tregs imbalance and M2 macrophage polarization. In addition, we showed that increased collagen deposition, and mucus production in lungs of OVA-sensitized WT mice were rescued in the *Gsdmd*^*−/−*^ mice. These findings demonstrated that GSDMD-induced pyroptosis in airway inflammation and remodeling by the immunoregulation of Th17/Treg and M2 macrophage polarization is worthy of future investigation.

We acknowledged several limitations of our study. First, we only detected the N-GSDMD expression in the airway epithelium accompany with IL-18 and IL-1β in serum. Second, GSDMD is extensively expressed in multiple cell types in the lung tissue. However, the decisive sources of GSDMD in the pathogenesis of asthma have not been determined yet. The role of GSDMD plays on other cell types still requires further investigation. Moreover, the biopsy sample size was relatively small so we did not explore the correlation between pyroptosis level and severity of the illness. In the future, we will further investigate the other potential mechanism in the regulation of asthma. Taken together, our results suggest that GSDMD-induced pyroptosis is upregulated in asthma patients. Furthermore, GSDMD is involved in asthmatic airway remodeling and inflammation by the immunoregulation of Th17/Treg and M2 macrophage polarization targeting Notch signaling pathway (Fig. 9). These findings indicate that GSDMD may be a novel target for the treatment of inflammation and airway remodeling in asthma.

**Fig. 9:**
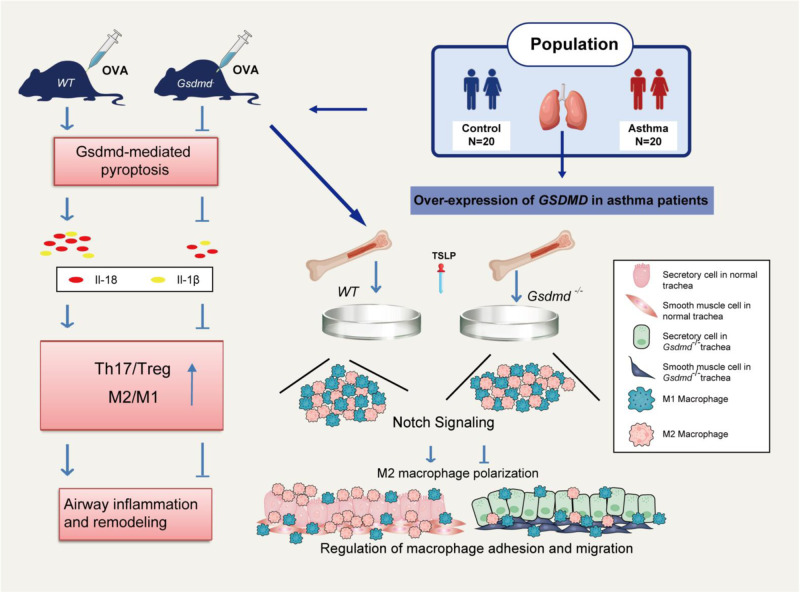
Schematic diagram shows the function and pathway of GSDMD in asthmatic airway inflammation and remodeling. The expression of N-GSDMD and pyroptosis-related cytokines is significantly increased in the airway epithelium and serum from asthma patients. Pyroptosis is enhanced in an OVA-induced asthma mouse model. *Gsdmd* deficiency reduces pyroptosis in the asthmatic mice. *Gsdmd* deficiency in mice significantly attenuates Th17 and Th2 inflammatory responses and M2 macrophage polarization, which contribute to airway inflammation and remodeling. Notch signaling may regulate M2 macrophage polarization upon *Gsdmd* deletion. The data demonstrate that GSDMD promotes allergic inflammation and tissue remodeling in asthma.

### Supplementary information

Supplementary Fig. 1

Supplementary Fig. 1 Legend

The original bands of the western blot

## Data Availability

The RNA-seq expression data of mouse BMDMs has been deposited in the Gene Expression Omnibus (GEO) under accession number GSE249948. This paper does not report original code. Any additional information required to reanalyze the data reported in this paper is available from the lead contact upon request.

# Supplementary material for: Gasdermin D silencing alleviates airway inflammation and remodeling in an ovalbumin-induced asthmatic mouse model
**Source:** Cell Death Dis. 2024 Jun 7;15(6):400. doi: 10.1038/s41419-024-06777-5
**Supplement:** Supplementary file 2 — Supplementary Fig. 1 Legend

**Supplementary Fig. legend**

**Supplementary Fig. 1 A** The morphological changes of airway epithelium in asthma patients and control group were observed by HE staining. **B** Sensitization and challenge protocol for construction of OVA-induced asthma in WT and *Gsdmd^-/-^* mice.

# Supplementary material for: Gasdermin D silencing alleviates airway inflammation and remodeling in an ovalbumin-induced asthmatic mouse model
**Source:** Cell Death Dis. 2024 Jun 7;15(6):400. doi: 10.1038/s41419-024-06777-5

Fig 2E

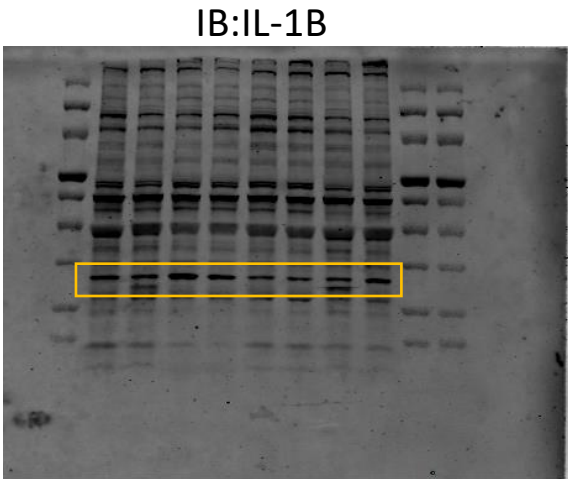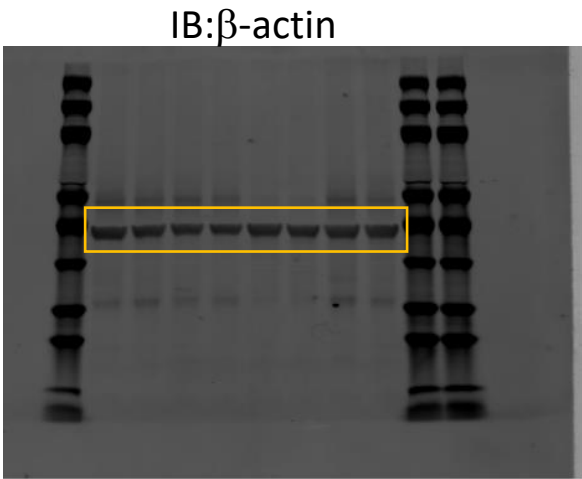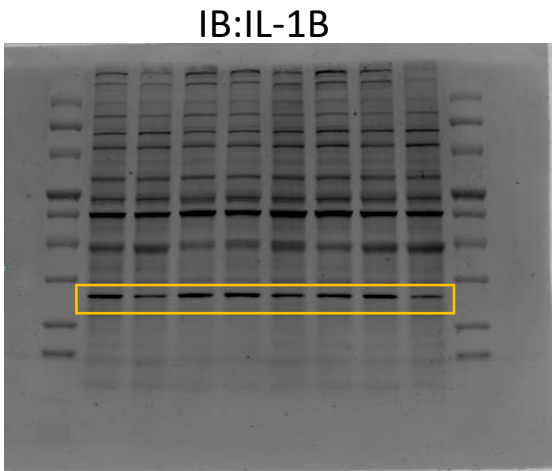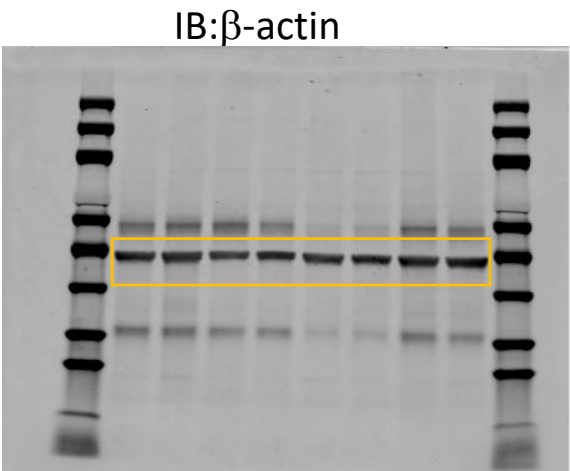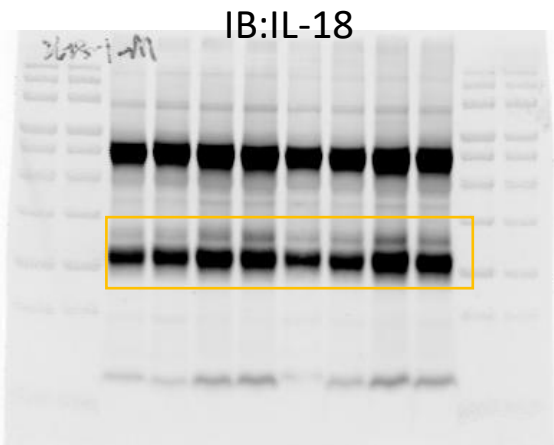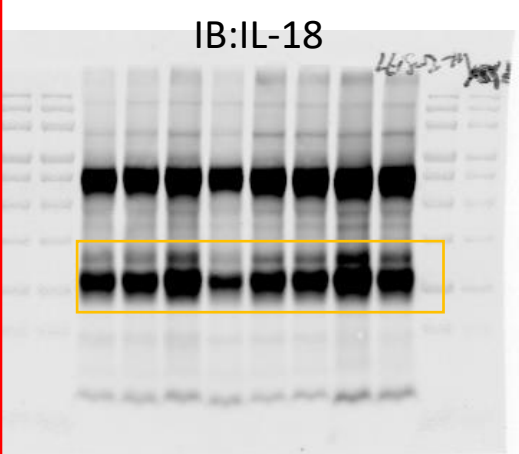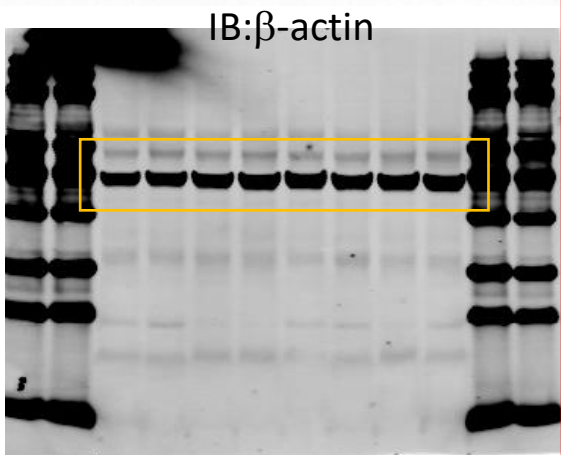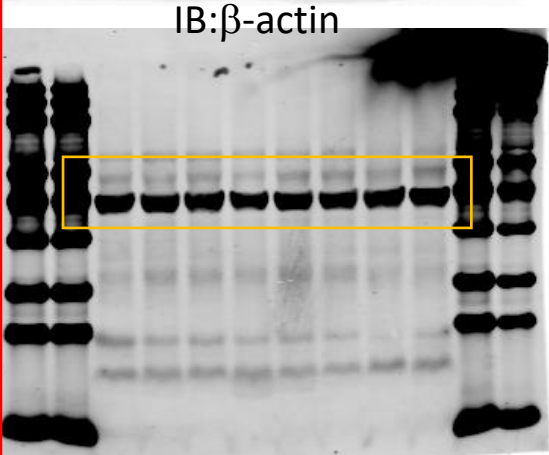

Fig 2E

IB: Gsdmd

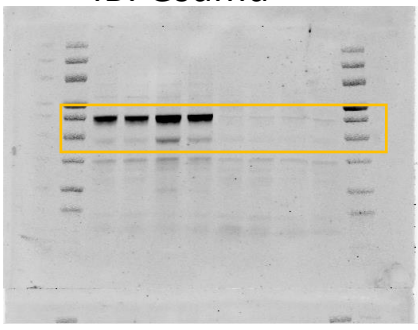

IB:  $\beta$ -actin

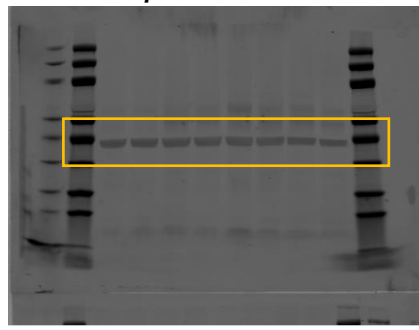

IB: Gsdmd

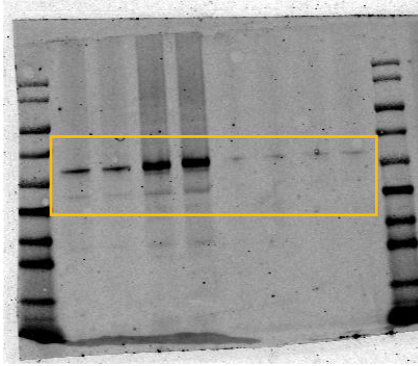

IB: Caspase-11

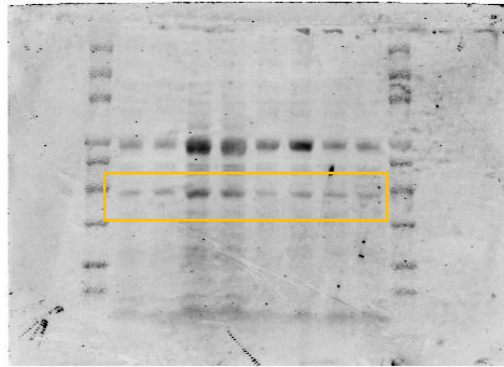

IB: Caspase-1

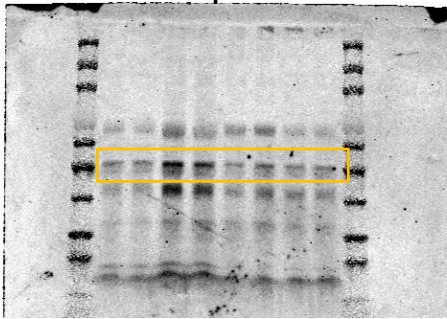

IB:  $\beta$ -actin

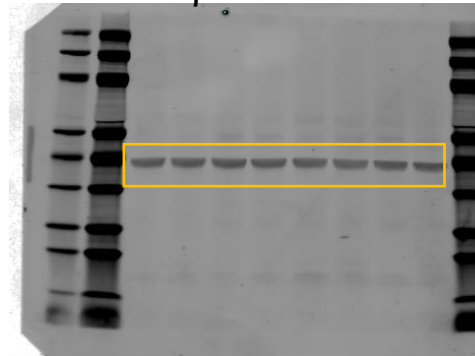

IB: Caspase-1

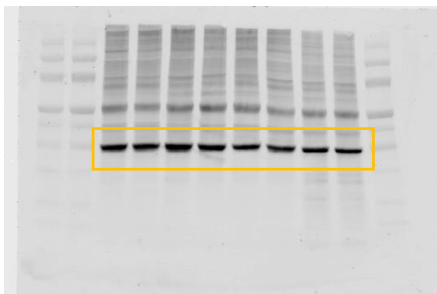

IB:  $\beta$ -actin

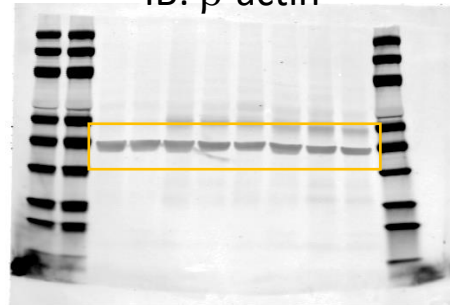

Fig 2E

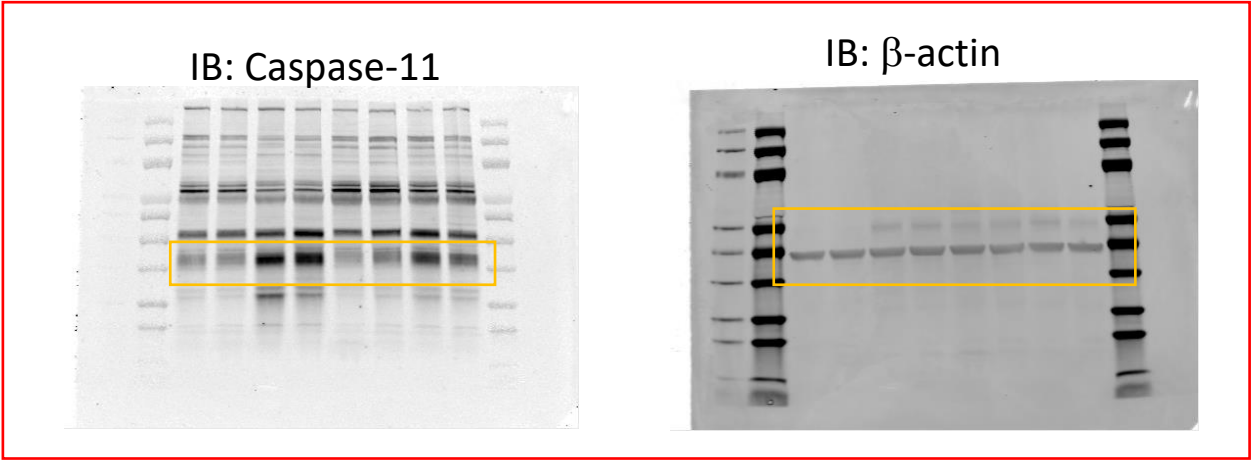

Fig 8F

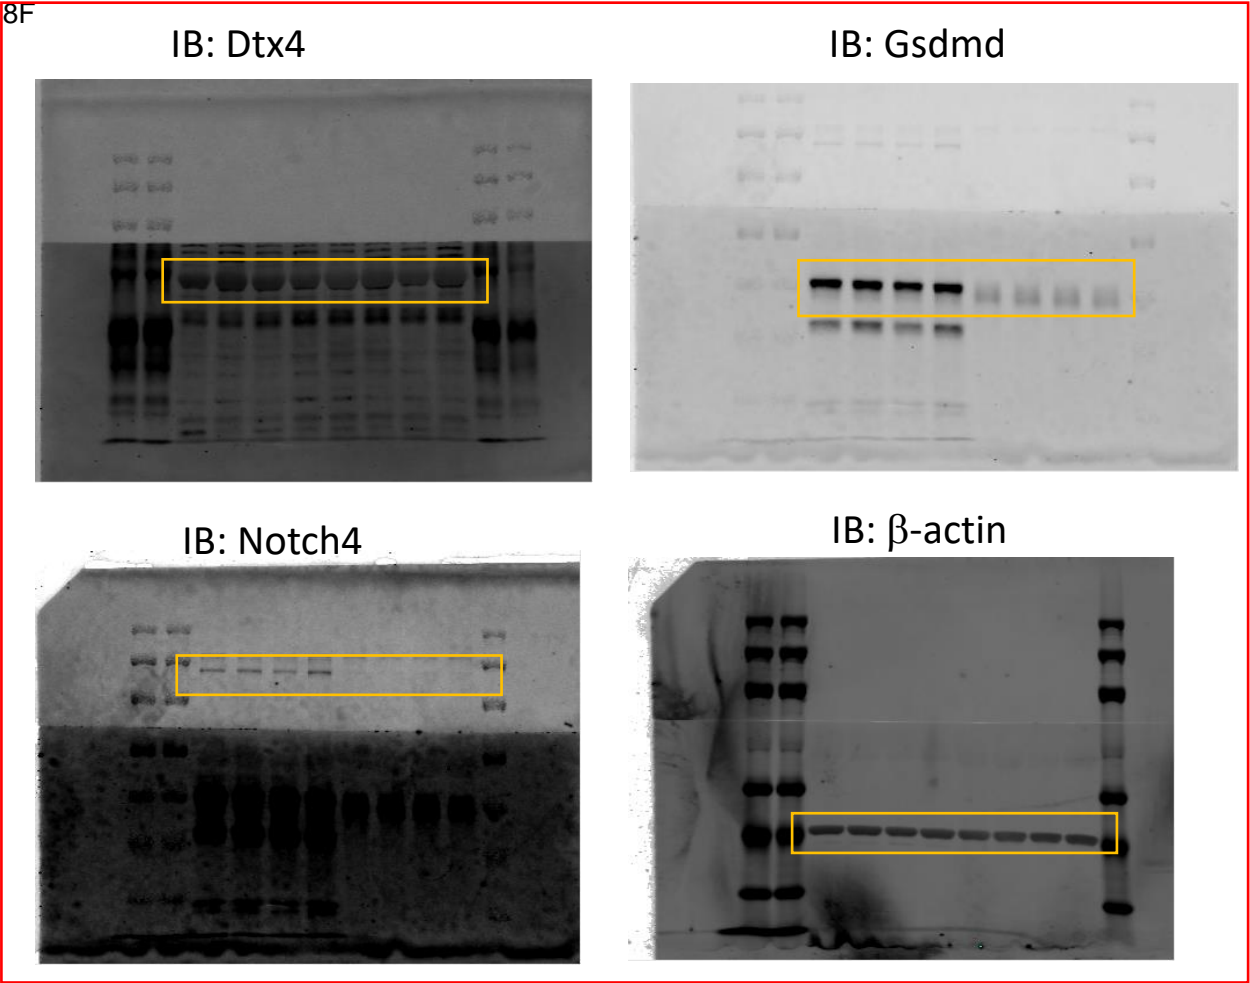

**Supplement:** Supplementary file 3 — The original bands of the western blot

How the deposited data were processed for this re-analysis (not part of the article)

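RNA was sequenced from bone marrow-derived macrophages of WT and *Gsdmd*-/- mice after 6 days of differentiation and without treatment, in 4 libraries per genotype. Neither the paper nor the labels say whether each library came from a separate mouse. The authors had TruSeq libraries made from total RNA and sequenced by a company, and deposited 1 table with the read counts per gene for the 8 libraries, not normalized. All values in it were checked to be whole numbers, and every column was matched to 1 sample by its label. The aligner, the counting tool, the genome build and the annotation are not named in the paper's text or in the labels of the samples. Of 54532 genes in the table, 54495 (99.9%) were found by identifier in GENCODE M21, from which positions, exon lengths and gene types were taken. No count in any library was found for 29193 genes. A symbol was shared by 207 genes, which were kept apart by identifier. Xist had between 479 and 1044 CPM and Ddx3y, Kdm5d, Eif2s3y and Uty on the Y chromosome had 0 counts in all 8 libraries.

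Total counts lay between 14935114 and 16794810 per library, and the ranges of the WT and *Gsdmd*-/- libraries overlapped. The 10 genes with the most counts held between 13.6% and 16.5% of each library. A gene with 0 counts was taken to have at most 3 counts, which is between 0.177 and 0.199 CPM. This limit covers counting error and not the spread between cultures.

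Counts were scaled by TMM and filtered with filterByExpr in edgeR 4.0.16 (R 4.3.3), which left 12911 genes, and WT was compared with *Gsdmd*-/- by the quasi-likelihood test, two-sided, with genotype as the only term. The median log2 fold change of these genes was -0.0068. CPM use the TMM factors, and log2 CPM a prior count of 2. Genes were counted at the cutoff of Fig. 8A (unadjusted p under 0.05 and an absolute log2 fold change of at least 0.5) and at a Benjamini-Hochberg adjusted p under 0.05. Values per library, such as list means, were compared by an exact permutation test, two-sided, whose smallest p is 0.0286.

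No GO, KEGG, Reactome or MSigDB collection was used here. Instead, 33 gene lists were used. Of these, 30 were written by hand, 1 holds the genes of Table 2 and 2 hold the genes labelled in Fig. 8C, which the study drew from these libraries. A gene was tested in 31 lists, and in none of those for erythroid markers and Y chromosome genes. The lists cover Notch targets and signaling, the core Notch pathway, receptors of peptide ligands, IL-17 signaling, TNF signaling, cell adhesion molecules, fibronectin binding, MHC class II, VEGF signaling, angiogenesis, M1 and M2 markers, inflammasome, immediate-early, interferon response and cell cycle genes, and markers of endothelial, stromal, neutrophil, mast, megakaryocyte, dendritic, lymphoid, monocyte and macrophage cells. They also cover Xist, genes that differ between C57BL/6 substrains, and neighbours of Gsdmd. Each list was tested with camera in limma 3.58.1 (two-sided, preset correlation 0.01, adjusted over 31 lists), and by a one-sided Fisher's exact test among the genes at the cutoff of Fig. 8A (adjusted over 62 tests). Counts of genes that pass when adjusted over the list alone are given beside those over all genes tested.

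Genes were named by a rule. It covers every gene the paper names for this experiment, Mrc1, Nos2 and Cd86, Casp1, Casp4, Il1b and Il18, and in each direction the 5 genes with the largest absolute log2 fold change among those with an adjusted p under 0.05, a mean of at least 1 CPM and no overlap between the genotypes. Genes of the hand-written lists were named where their adjusted p was under 0.05, and others are said to have been chosen after their values were seen.

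As alternatives, limma voom, the exact test of edgeR, DESeq2 1.42.0, RLE and upper-quartile normalization, no filter, at least 10 counts in every library, leaving out each of the 8 libraries in turn, a block for the replicate number, and a log2 fold change of at least 1 (for the adjusted p, one of at least 0.5 added) were tried. For the lists, fry and camera with an estimated correlation were tried, and for the Fisher's exact test the genes from voom, from the exact test of edgeR and with an adjusted p under 0.05. The tests, the hand-written lists, the rule for naming genes and these alternatives were set before the data were examined. The paper's Fig. 8C was known by then, so exact tests on these lists are not independent of the genes labelled in it. Limma voom with sample quality weights and a fit with 1 surrogate variable (sva 3.50.0) were added after the data had been seen. Alternatives for normalized values were not used, since the table holds counts.

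The tests were run on simulated data, with counts drawn from the mean of each gene in WT and its estimated dispersion, and 200 genes changed. The quasi-likelihood test recovered 86% of them, and 13 of its calls (7.03%) were false. The exact test of edgeR recovered 91.5% with 18.3% false calls, DESeq2 88% with 18.1%, limma voom 85.5% with 8.06% and the fit with the replicate block 83% with 8.29%. At the cutoff of Fig. 8A, 98% were recovered and 247 calls were false. A simulated list that was shifted had a camera adjusted p of 1.574e-66 and a fry adjusted p of 3.958e-07, and 0 of 16 lists without a shift were called by camera. The simulated genes were drawn independently of each other, in a single draw. This cannot show how camera behaves where the genes of a list vary together. In the real data the estimated correlation was 0.71 for MHC class II. Figures were drawn with matplotlib 3.10.9 in Python 3.11. The qPCR, protein, lung and in vivo results of the paper have no counts here and were not analysed.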

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

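The tests for passenger DNA, for a different background of the 2 colonies and for handling were chosen only after the result was seen, as was the count of splits for genes with an adjusted p under 0.05. The other tests were set beforehand.

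In 3 of 101 groups of 4 libraries, 1 library lay far from the other 3 by Dixon's ratio at the 95% level, where chance gives 5.05. Rab4a in *Gsdmd*-/- 4 had a ratio of 0.922, with 68 counts (4.51 CPM) against 82 to 89 counts in the other 3 libraries, and without this library its log2 fold change was 3.54. Il21r in WT 4 had a ratio of 0.859, with 104 CPM against 66.3 to 70.7 CPM, and without WT 4 its log2 fold change moved from -1.04 to -0.86 (adjusted p = 0.0128, from 0.0128 to 0.156 over the fits that left out 1 library each). Gm47601 in WT 2 had a ratio of 1, which rests on 1 count against 0 in the other WT libraries and is within counting error. Gm47601 was chosen after its values were seen. No explanation was tested for these 3, whose number does not exceed what chance gives.

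Of the 5 genes named as most increased, the paper discusses none. Gm42031 was at least 124-fold higher in *Gsdmd*-/- libraries, with between 285 and 437 counts in each against 0 in every WT library. The log2 fold changes were 3.59 for Egr1, 3.49 for Rab4a, 1.91 for Wdfy1 and 1.86 for Gm17494, and each was higher in all 4 *Gsdmd*-/- libraries than in all 4 WT libraries. No other split of the 8 libraries gave as many genes with an adjusted p under 0.05, so the real split was 1 of 35. A correction of each library for GC content and gene length left 44 of the 45 genes past the threshold, which argues against GC content or gene length bias as the cause. The ranges of the total counts overlap between the genotypes, and all 18 higher genes kept an adjusted p under 0.05 with RLE and with upper-quartile normalization. Passenger DNA linked to Gsdmd on chromosome 15 was also argued against for most of them, since 43 of the 44 genes other than Gsdmd lie on another chromosome or over 5 Mb away. A different genetic background of the 2 colonies stays open. The WT mice were purchased and the *Gsdmd*-/- mice were a gift, as the paper states. Of 4 tested genes on the list of genes that differ between C57BL/6 substrains, Wdfy1 had an adjusted p under 0.05 (hypergeometric test on counts of genes, one-sided p = 0.0139), and the list as a whole had a camera adjusted p of 5.403e-05, 0.00370 with fry and 0.0339 with an estimated correlation, with Wdfy1 higher and the other 3 genes lower. That test rests on 1 gene, so a difference between the colonies may explain part of these genes, as may the loss of Gsdmd itself, and the design gives no other colony to separate them. Nnt, another gene of that list (chosen after its values were seen), had 13 counts in WT and 27 in *Gsdmd*-/- libraries and was not tested. Pairs of such genes that lie within 1 Mb without overlapping numbered 4, against a median of 1 in 10000 random draws (permutation p = 0.0972, one-sided). With overlapping genes included there were 7 pairs against 2 (permutation p = 0.00480, one-sided), but overlapping genes share reads. On pairs, a difference in background cannot be told apart from chance with 4 pairs. Reads shared between paralogs were not tested, since the table holds no reads.

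The list of 26 immediate-early genes, which the paper does not discuss as a group, was higher in *Gsdmd*-/- macrophages (camera adjusted p = 5.581e-17, 0.00155 with fry and 0.0141 with an estimated correlation). Of 25 genes tested, 18 were higher and 7 lower, and 11 were higher and 3 lower at the cutoff of Fig. 8A. Over all genes tested 7 had an adjusted p under 0.05, Egr1, Fos, Ier2, Dusp1, Zfp36, Klf2 and Myc, and 14 passed when adjusted over the list alone. With 1 library left out, the adjusted p of Myc was above 0.05 in 7 of 8 fits (up to 0.164). That of Klf2 was above it in 6 (up to 0.153) and that of Ier2 in 3 (up to 0.0822). Egr1, Fos, Dusp1 and Zfp36 stayed under 0.05 in all 8. In the exact test the list had 11 higher genes where 0.385 were expected (one-sided, adjusted p = 6.746e-13). The mean log2 CPM was 5.05 ± 0.103 in WT and 5.52 ± 0.0599 in *Gsdmd*-/- libraries (SD, n = 4 each, exact permutation test, two-sided, p = 0.0286). Several of these genes are also labelled in Fig. 8C. The real split gave the smallest p, 1 of 35. After the correction for GC content and gene length the adjusted p was 9.572e-08, and without any 1 library it was at most 5.172e-12, reached without WT 4, so neither GC content or gene length bias nor 1 library explains the list. Immediate-early genes can be induced quickly by handling, and the cultures of the 2 genotypes may have been harvested differently. With a median log2 fold change of 0.43 and handling not described, handling of the cultures at harvest and the genotype cannot be told apart here.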

How the results depend on the processing

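No test of a cause was chosen for this part. Unless stated, the cause was not tested.

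At the cutoff of Fig. 8A, 199 genes higher and 424 lower became 421 and 783 without a filter on low counts, where more genes are tested, and 190 and 391 of the original genes were among them. A log2 fold change of at least 1 left 59 and 140 by construction. Voom, the exact test of edgeR, DESeq2, RLE, upper-quartile, at least 10 counts in every sample and the replicate block gave 143 to 255 and 320 to 569 genes, each within 1.5 times the original. At an adjusted p under 0.05, 18 and 27 genes became 92 and 152 with the exact test of edgeR and 90 and 161 with DESeq2, and both include all 45 original genes. These 2 tests also made more false calls on the simulated data. Without a filter there were 44 and 65 genes. With the replicate block there were 9 and 16, of which 9 and 12 were shared. The numbers of the libraries do not pair them, since the correlation of deviations between libraries of the same number ran from -0.20 to 0.182. Voom, RLE, upper-quartile, at least 10 counts in every sample and an added log2 fold change of at least 0.5 gave 12 to 19 and 23 to 31 genes. No setting moved the median log2 fold change of all genes beyond -0.016 to 0.011.

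Of the settings added after the data had been seen, voom with sample quality weights gave 650 and 878 genes at the cutoff of Fig. 8A and 859 and 933 at an adjusted p under 0.05. Within WT the weights were 1.28 and 2.01 for WT 2 and WT 3, against 0.378 and 0.258 for WT 1 and WT 4. The WT side of this fit thus leaned on the pair that lies apart on component 1. Its larger counts are therefore not taken as more genes changed by the genotype. With 1 surrogate variable there were 301 and 337, fewer lower genes than the original 424, and 102 and 163. At the adjusted p each includes all 45 original genes.

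Across the 8 fits that each left out 1 library, the genes higher at the cutoff of Fig. 8A ran from 155 without *Gsdmd*-/- 2 to 318 without WT 4, and the lower genes from 297 without WT 3 to 704 without WT 4. At an adjusted p under 0.05 they ran from 8 without WT 3 to 28 without WT 4 and from 5 without *Gsdmd*-/- 2 to 56 without WT 4. Fewer samples per fit account for part of the lower counts but not for the higher ones without WT 4.

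Of 15 lists, 14 kept their call with fry and 11 with an estimated correlation. MHC class II fell short with both (adjusted p = 0.174 and 0.319), and with an estimated correlation the Table 2 genes, the cell adhesion list (adjusted p = 0.0547 each) and the dendritic list (0.0547) did too. TNF signaling passed with at least 10 counts in every sample (adjusted p = 0.0450), where fewer genes were tested. All 15 lists kept their call with RLE and the replicate block. With 1 library left out, camera adjusted p ran from 8.936e-04 (without WT 2) to 0.119 (without WT 1) for cell adhesion, from 0.00584 (without WT 2) to 0.574 (without WT 4) for TNF signaling, from 0.0492 (without WT 3) to 0.569 (without WT 1) for VEGF signaling and from 7.248e-04 (without WT 2) to 0.660 (without WT 4) for M2 markers. Directions reversed for lists without a shift. IL-17 signaling reversed in 4 fits (0.980 without WT 1, 0.574 without WT 4, 0.946 without *Gsdmd*-/- 1 and 0.977 without *Gsdmd*-/- 2), within 0.441 to 0.991. M1 markers reversed in 5 (0.441 without WT 2, 0.825 without WT 3, 0.730 without *Gsdmd*-/- 1, 0.389 without *Gsdmd*-/- 3 and 0.991 without *Gsdmd*-/- 4). Angiogenesis reversed without *Gsdmd*-/- 4 (0.991), within 0.660 to 0.995. The other 8 lists kept their call in all 8 fits, among them MHC class II, at most 0.0116 without WT 4, and the Table 2 genes, at most 1.011e-05.

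In the Fisher's exact tests, genes with an adjusted p under 0.05 in place of the cutoff of Fig. 8A took 4 results over 0.05, by choosing fewer genes: cell adhesion lower (adjusted p = 1), fibronectin binding higher (1), MHC class II lower (0.257) and angiogenesis higher (0.523). Genes from voom took 3 under it: IL-17 signaling higher (0.0229), TNF signaling lower (0.0338) and angiogenesis lower (0.0229). All 20 results kept their call with genes from the exact test of edgeR.

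Of 36 single genes, 35 of 35 kept their call with RLE, 34 with upper-quartile, 33 with voom, 34 with DESeq2, 33 with the exact test of edgeR, 34 without a filter and 24 of 24 with at least 10 counts in every sample. With the replicate block 27 did, 7 were weaker and 1 stronger. Over the fits that left out 1 library, 208 values kept their call, 72 were weaker, 3 stronger and 5 reversed. Those reversed were Cd86 (log2 fold change -0.029 without WT 2, up to 0.57 without WT 4) and Il18 (0.096 without WT 1, 0.077 without WT 3, 0.041 without *Gsdmd*-/- 3 and 0.059 without *Gsdmd*-/- 4, down to -0.25 without *Gsdmd*-/- 1), neither of which differed between the genotypes. Of the genes in Fig. 8C, 16 to 22 of the upper and 24 to 31 of the lower genes were at the cutoff in these fits. Depth limits Notch4 and Hes1, which had too few counts for the test.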

Differences from the paper's values

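No test of a cause was chosen for this part. In Fig. 8A the largest -log10 p is about 50, read by eye, against 9.68 here (Wdfy1). None of the 16 alternatives set before the data were examined comes within 1.5 times the paper's value, and they run from 7.38 with the replicate block to 139 with the exact test of edgeR, with 90.7 for DESeq2 and 15.6 without a filter. The largest log2 fold change in Fig. 8A is about 6.0, read by eye, against 11.53 here for Gm42031. This gene has no count in WT libraries, so the fitted value is set by the prior count and is no measurement. Against the limit set by 3 counts it is at least 124-fold higher, against a fold of 64 in the paper. With at least 10 counts in every sample Gm42031 is not tested and the largest value is 3.59 (Egr1). Under the other alternatives it is again the fitted value of Gm42031, up to 11.63 without *Gsdmd*-/- 4. None of the 16 alternatives gives the paper's value.

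The paper's Methods name limma for the differential genes and the legend of Fig. 8A names edgeR, and both were run here. Of the 32 genes labelled in the upper part of Fig. 8C, 25 were tested, all 25 were higher, and 22 were at the cutoff of Fig. 8A. Of the 49 genes in the lower part, 42 were tested, all were lower, and 32 were at the cutoff. These lists were chosen by the study on these libraries (camera adjusted p = 6.979e-41 and 1.457e-27, and both also pass with fry and with an estimated correlation), and 5 and 1 of their genes had an adjusted p under 0.05 over all genes tested, 21 and 25 when adjusted over the list alone. Without a filter on low counts 28 and 48 were at the cutoff, with DESeq2 25 and 39, with the exact test of edgeR 23 and 37 and with limma voom 23 and 24.

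Among the upper genes, Cav1 was at the cutoff under all 4 of these settings but not in the quasi-likelihood test, Tnf without a filter, with DESeq2 and with voom, Cxcl1 and Fosb without a filter and with DESeq2, and Kdr and Gstm3 without a filter. Gm11127, Pard6g, Lcn2 and Dapk2 were at the cutoff under none of the 4. Among the lower genes, Fzd8, Il12rb1, Pdcd1lg2 and Ptprs were at the cutoff without a filter, with DESeq2 and with the exact test of edgeR, Adcy9, Cdkn2b, Cdkn2a and H2-Ob without a filter and with DESeq2, Cxcl3 without a filter and with the exact test of edgeR, and Fcgr4, Camk2a, Kcnk3, Ccnd1, Pilra, Slitrk5 and Cldn7 without a filter. Hes1 was at the cutoff under none.

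For the gene sets, the hand-written lists are not the collections of the paper. The paper reports lower Notch and peptide GPCR gene sets, while the lists for Notch targets, the core Notch pathway and peptide receptors had camera adjusted p of 0.319, 0.361 and 0.479, all in the lower direction. No alternative brought any of them under 0.05. The paper reports IL-17 and TNF signaling enriched among the upregulated genes, at a P value under 0.05 by the legend of Fig. 8C. The legend does not say whether it was adjusted. The unadjusted p of the one-sided Fisher's exact tests here were 0.0108 and 0.0486, under that threshold as well. They were 0.0668 and 0.188 when adjusted over 62 tests. The paper's Methods name a stricter P value for presentation, which none of these values meets. The higher genes of both lists at the cutoff are all labelled in Fig. 8C, so these exact tests are not independent of the paper's result. With genes from limma voom the adjusted value for IL-17 was 0.0229 and that for TNF was 0.118. For the VEGF pathways the exact tests gave an adjusted p of 0.775 for the higher and 0.337 for the lower genes, and under no alternative was either under 0.05. The paper reports lower Notch4 by qPCR and at the protein level, and lower key molecules of the Notch pathway. Dtx4 was among its qPCR primers and blotted proteins, but its text gives no separate result for Dtx4. In the counts Dtx4 was not at the cutoff (log2 fold change -0.68, adjusted p = 0.502) and Notch4 was not tested, and without a filter both were at the cutoff.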

Other observations

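The tests on dendritic and endothelial cells, on passenger DNA, and the splits for counts of genes were chosen only after the result was seen. The other tests were set beforehand.

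WT 2 and WT 3 lie apart from the other 6 libraries on component 1. The counts differ between libraries of a group by more than counting error, with a chi-square per degree of freedom from 5.84 (*Gsdmd*-/- 2 and 4) to 80.7 (WT 2 and WT 4), and it was 7.52 between WT 2 and WT 3. After the correction for GC content and gene length, component 1 held 43.9% of the variance, with scores of 43.8 for WT 2 and 39.3 for WT 3, which argues against GC content or gene length bias. After the correction 177 genes were higher and 423 lower at the cutoff of Fig. 8A, a ratio of 2.39, so this bias does not account for the excess of lower genes either. No batch is named for these libraries, so a difference in culture, in animals or in preparation stays open, and no biological explanation was tested.

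Over the 35 splits of the 8 libraries into 4 and 4, the real one included, 6 gave as many genes at the cutoff of Fig. 8A as the real one with 623. The other 34 splits had a median of 174.5 genes and a highest count of 803, for WT 1, WT 4, *Gsdmd*-/- 1 and *Gsdmd*-/- 3 against the rest. The 5 larger splits keep WT 2 and WT 3 on one side. The count at this cutoff is thus within what other groupings give. For the adjusted p the real split was 1 of 35, and no other split gave more than 1 gene. For the lists, as small a p was given by 7 of 35 splits for cell adhesion in camera and 5 of 35 in the exact test. It was given by 6 and 5 of 35 for MHC class II, by 4 of 35 for the dendritic list and by 2 of 35 for angiogenesis in the exact test. For cell adhesion in camera, the dendritic list and angiogenesis, every other such split kept all but 1 of the WT libraries together. Those splits retain much of the difference between the genotypes, so these counts cannot decide whether a grouping by chance explains the lists. For MHC class II, and for cell adhesion in the exact test, some such splits divided each genotype evenly, so a grouping by chance stays open. The real split was the only 1 of 35 for the Table 2 genes in camera and for fibronectin binding in the exact test. The paper does not state how the genes of Table 2 were chosen, so their count is not taken as independent evidence. The same holds for fibronectin binding, since its higher genes at the cutoff are all labelled in Fig. 8C, which was drawn from the real split.

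The MHC class II genes were lower together with the dendritic list, which had a camera adjusted p of 2.465e-07, 0.0294 with fry and 0.0547 with an estimated correlation. All 10 tested genes were lower, and the mean log2 CPM was 5.63 ± 0.185 in WT and 4.99 ± 0.262 in *Gsdmd*-/- libraries (SD, n = 4 each, exact permutation test, two-sided, p = 0.0286). Of the 16 genes listed, 5 are also in the MHC class II list or regulate it. The 5 tested markers outside it were all lower, with a median log2 fold change of -0.72, and 2 of them, Batf3 and Clec9a (chosen after their values were seen), were at the cutoff of Fig. 8A. As a set these 5 markers had a camera p of 0.00226 (two-sided, limma, not adjusted, since 1 set was tested). Clec9a was at 49.1 and 45.3 CPM in WT 2 and WT 3. In WT 1 and WT 4 it was at 17.0 and 17.6 CPM, within the *Gsdmd*-/- range of 14.5 to 18.3 CPM. H2-Ab1 went the other way within WT, with 553 CPM in WT 2 and 1319 CPM in WT 4. Kmo, another of the 5 markers (also chosen after its values were seen), varied as H2-Ab1 did, with 0.794 CPM in WT 2 and 2.37 CPM in WT 4. The markers thus do not all follow the MHC class II genes within WT. Within WT, these markers did not all follow MHC class II. Clec9a was at 49.1 and 45.3 CPM in WT 2 and WT 3, against 17.0 and 17.6 CPM in WT 1 and WT 4. The MHC class II mean was lower in WT 2 and WT 3 (7.63 and 7.76, against 8.05 and 8.44). Kmo, another of the markers (chosen after its values were seen), was lower there too. Fewer dendritic cells in the *Gsdmd*-/- cultures may be a candidate explanation for part of the MHC class II change. It rests on the 5 tested markers, of which Cd209a barely changed (log2 fold change -0.09). The untested markers of the list were rare, from 0 counts (Flt3) and 8 (Xcr1) to 30 (Ccr7) over the WT libraries. These genes were chosen after their values were seen. Lower transcription in macrophages stays open, since macrophages also express MHC class II genes.

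Endothelial cells in the WT cultures were tested as a source of Acvrl1 among the Table 2 genes. Acvrl1 fell by 31.6 CPM, and 14 of 18 endothelial markers had a WT mean under 10% of that, 8 of them at or under 3 counts in every library. This argues against endothelial cells as the source of the fall of Acvrl1. The other markers do not all point that way. Of the most abundant, Vwf was at 158 ± 73.5 CPM in WT and 110 ± 19.3 CPM in *Gsdmd*-/- libraries (SD, n = 4 each, adjusted p = 0.536, with overlap), and Eng was at 62.6 CPM in WT (adjusted p = 0.994). Of the 6 markers tested, 5 were lower, with a median log2 fold change of -0.51, and 2, Cdh5 and Esam, were lower at the cutoff of Fig. 8A, where 0.197 were expected (one-sided Fisher's exact test, p = 0.0148, adjusted p = 0.0764). The list had a camera adjusted p of 0.519. Vwf, Eng and Cdh5 were chosen after their values were seen. For Efnb2, which fell from 2.12 to 0.682 CPM, and Bcam, which fell from 3.69 to 1.91 CPM, the change is too small for this comparison, and endothelial cells were not excluded as their source.

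Near Gsdmd, the 55 genes tested within 1 Mb had a camera p of 0.149 (two-sided, limma, not adjusted), 1 of them was at the cutoff of Fig. 8A and none had an adjusted p under 0.05. A list of 30 neighbours, of which 20 were tested, had a camera adjusted p of 0.0136, but without Gsdmd itself its p was 0.398 (camera, limma, not adjusted). Apol8 (chosen after its values were seen) lies 1.88 Mb from Gsdmd and had 8 counts in WT and 83 in *Gsdmd*-/- libraries (log2 fold change 3.31, adjusted p = 0.0392, above 0.05 in 7 of the 8 fits that left out 1 library). Of the 50 genes tested between them, 1 was at the cutoff of Fig. 8A. Passenger DNA linked to Gsdmd and an effect of the genotype cannot be told apart for Apol8 and these neighbours, since variants in the flanking DNA need not change expression.

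Some changed genes overlap. Gm47601 had 1 count in WT and 95 in *Gsdmd*-/- libraries, at least 7.98-fold higher (adjusted p = 0.00462), and lies within Lrmda, which was lower. G530011O06Rik, Gm15726 and Gm15247 lie within Mid1, and all 4 were lower. Gm47601, Gm15726 and Gm15247 were chosen after their values were seen. With counts per gene, reads of overlapping genes cannot be assigned, so these changes are uncertain as separate events. Ahrr (log2 fold change -1.15, adjusted p = 0.00178) and Vdr (log2 fold change -1.39, adjusted p = 0.0261) were also chosen after their values were seen, and no explanation was tested. With 1 library left out, the adjusted p of Vdr was above 0.05 in 6 of 8 fits, up to 0.131. That of Ahrr was at most 0.0169.

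The paper's M1 and M2 results concern lung tissue and BMDMs given TSLP or PBS. Its PBS groups come closest to the untreated macrophages sequenced here. In these untreated macrophages Mrc1 was at 705 ± 124 CPM in WT and 621 ± 40.3 CPM in *Gsdmd*-/- libraries (SD, n = 4 each, adjusted p = 0.616), Cd86 had a log2 fold change of 0.23 (adjusted p = 0.848) and Nos2 had at most 4 counts per library. Neither list of markers was shifted, with a camera adjusted p of 0.125 for M2 and 0.885 for M1. Camera adjusted p were 0.519 for cell cycle genes, 0.857 for stromal, lymphoid and macrophage markers and for Xist, 0.406 for neutrophil and mast cell markers, 0.893 for megakaryocyte markers and 0.664 for monocyte markers. These values concern the genotype only. Mean log2 CPM in WT 2 and WT 3 was 7.56 and 7.68 for macrophage markers, against 8.67 and 8.82 in WT 1 and WT 4. For monocyte markers it was 1.90 and 1.73 against 3.43 and 3.68, and for cell cycle genes 3.80 and 3.92 against 3.07 and 3.08. The *Gsdmd*-/- libraries lay between for these lists, and neutrophil markers showed no such split.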
